# *LINC01133* Inhibits Invasion and Promotes Proliferation in an Endometriosis Epithelial Cell Line

**DOI:** 10.3390/ijms22168385

**Published:** 2021-08-04

**Authors:** Iveta Yotova, Quanah J. Hudson, Florian M. Pauler, Katharina Proestling, Isabella Haslinger, Lorenz Kuessel, Alexandra Perricos, Heinrich Husslein, René Wenzl

**Keywords:** endometriosis, long noncoding RNAs, lncRNAs, epithelial to mesenchymal transition, EMT, proliferation, migration, cytoskeleton

## Abstract

Endometriosis is a common gynecological disorder characterized by ectopic growth of endometrium outside the uterus and is associated with chronic pain and infertility. We investigated the role of the long intergenic noncoding RNA 01133 (*LINC01133*) in endometriosis, an lncRNA that has been implicated in several types of cancer. We found that *LINC01133* is upregulated in ectopic endometriotic lesions. As expression appeared higher in the epithelial endometrial layer, we performed a siRNA knockdown of *LINC01133* in an endometriosis epithelial cell line. Phenotypic assays indicated that *LINC01133* may promote proliferation and suppress cellular migration, and affect the cytoskeleton and morphology of the cells. Gene ontology analysis of differentially expressed genes indicated that cell proliferation and migration pathways were affected in line with the observed phenotype. We validated upregulation of p21 and downregulation of Cyclin A at the protein level, which together with the quantification of the DNA content using fluorescence-activated cell sorting (FACS) analysis indicated that the observed effects on cellular proliferation may be due to changes in cell cycle. Further, we found testis-specific protein kinase 1 (TESK1) kinase upregulation corresponding with phosphorylation and inactivation of actin severing protein Cofilin, which could explain changes in the cytoskeleton and cellular migration. These results indicate that endometriosis is associated with *LINC01133* upregulation, which may affect pathogenesis via the cellular proliferation and migration pathways.

## 1. Introduction

Endometriosis is a disorder characterized by the presence of endometrial tissue outside of the uterine cavity, most often attached to organs of the peritoneal cavity [1]. As a common gynecological disorder affecting 6–10% of reproductive age women, endometriosis presents a significant burden on affected patients and society. However, the pathogenesis of the disease is still not well defined. The most accepted explanation for the origin of the cells from which endometriosis lesions develop is retrograde menstruation, whereby endometrial cells flow out into the peritoneal cavity via the fallopian tubes [1]. In order to establish a lesion, endometrial cells in the peritoneal cavity must adhere, implant, and differentiate while avoiding the immune system. Thus, complex interactions between molecular, humoral, immune, genetic and epigenetic signals must occur to support the development, growth and persistence of a lesion [2].

The advent of next-generation sequencing has accelerated identification of changes in the transcriptome, genome and epigenome in the pathogenesis of human diseases including endometriosis. In recent years, it has become clear that interactions between protein-coding (mRNA) and non-coding transcripts such as long-non-coding RNAs (LncRNAs) can influence the development of disease.

LncRNAs are a class of RNAs greater than 200 nucleotides in length that show similar RNA biology features to mRNAs but do not code for a protein [3]. LncRNA can be transcribed from different genomic regions, including introns, exons, and intergenic regions. Around 30,000 lncRNAs have been identified in humans and mice [4], but only a fraction of these have so far been demonstrated to be functional. LncRNAs are less evolutionally conserved than mRNA [5], and are thought to form a complex tertiary structure when binding DNA, RNA and proteins that may be required for their function [6]. They may act as epigenetic gene regulators by affecting biological functions in the cell such as the assembly and function of nuclear bodies, the stability and translation of cytoplasmic mRNAs, and signaling pathways [7,8]. LncRNAs have been reported to regulate gene expression in a number of different ways, including targeting chromatin modifiers such as Polycomb repressive complex 2 (PRC2), or by acting as so-called miRNA sponges to bind miRNAs that would otherwise bind other targets thereby affecting their expression [9]. Several studies using patient samples and animal models have reported aberrant expression of long non-coding RNAs in endometriosis [10,11]. A growing body of evidence has identified lncRNAs that can alter cell proliferation, migration, invasion and apoptosis of endometriosis cells [12,13,14]. The molecular mechanism by which these lncRNAs cause these phenotypes has not been shown in all cases. LncRNAs have also been associated with endometriosis-associated angiogenesis [15], infertility [12] and epithelial to mesenchymal transition (EMT) [16]. EMT is a cellular process where epithelial cells acquire a more invasive mesenchymal phenotype and is associated with the loss of E-cadherin (CDH1) and a gain of N-cadherin (CDH2), and the presence of EMT promoting factors such as TWIST1, SNAIL, SLUG and TGFβ [17,18]. In a pathogenic context, it has been established that EMT is a key process in carcinogenesis, but also plays a less well-characterized role in endometriosis lesion development [19]. Hence, clarifying the role of EMT in endometriosis, and its regulation by pathways that may include lncRNAs remains an important issue in the field.

*LINC01133* is an lncRNA that has recently been identified as a putative prognostic marker for endometrial cancer [20]. It has also been associated with the regulation of EMT in several cancers including cervical [21], breast [22], colorectal [23] and gastric [24]. Given that EMT is also a feature of endometriosis [25] we reasoned that *LINC01133* may also be involved in the pathogenesis of endometriosis, and sought to investigate this in our study.

## 2. Results

### 2.1. LINC01133 Is Upregulated in Ectopic Endometriosis Lesions

In order to identify changes that may occur in *LINC01133* expression levels during endometriosis pathogenesis, we compared control eutopic endometrium from women without endometriosis with eutopic endometrium from endometriosis patients, and ectopic endometriosis lesions using quantitative reverse transcription PCR (qRT-PCR). This showed that *LINC01133* expression is significantly upregulated in endometriosis lesions compared to eutopic tissue of both patients and controls (Figure 1A). These changes were independent of disease stage and menstrual cycle phase (Figure 1B,C). We next used RNA Scope in situ hybridization to determine *LINC01133* spatial localization within endometrium tissue. We found that *LINC01133* is expressed in both stromal and epithelial cells of the eutopic endometrium of women with endometriosis, but appeared to show higher levels in glandular epithelial cells (Figure S1A). Quantification confirmed this observation, with positive glandular epithelial cells around five times more frequent than positive stroma cells (*p* = 0.0012) (Figure S1B).

### 2.2. LINC01133 siRNA Knockdown in 12Z Endometriosis Epithelial Cells Leads to Transcriptional Deregulation of 1210 Genes

To evaluate the role of *LINC01133* within the epithelial cell compartment of endometriosis lesions, we performed transient siRNAs-based knockdown of *LINC01133* in the 12Z endometriosis epithelial cell line, followed by RNA- sequencing. 

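RNA-sequencing was performed on 12Z cells, an established epithelial cell line derived from endometriosis, 72 h after transfection. There were 3 libraries from cells transfected with a non-targeting control siRNA and 3 from cells transfected with siRNA LINC01133a at 10 nM. The paper describes poly-A enriched libraries made with a TruSeq RNA kit and sequenced on a HiSeq2500, while the sample labels name a NEB poly-A library and HiSeqV4 chemistry. The authors aligned the reads with STAR to GRCh38.p13 and deposited the number of read pairs that STAR counted on each GENCODE v36 gene, without normalization. Only reads mapping to a single place were kept, so genes with near-identical copies elsewhere in the genome, such as GAPDH, KRT19 and CFL1 with their pseudogenes, can be counted incompletely. Each file gives the counts without regard to strand and for either strand. The column for the strand opposite to read 1 held 94.0% of all stranded counts and was used. It gave 29703111 to 34761062 counts on genes per control library (median 31787694) and 27742562 to 37551194 per knockdown library (median 32724014). The 60660 genes of the files were reduced to 15155 by edgeR's filterByExpr function. Counts were normalized by edgeR's TMM method, and knockdown cells were compared with control cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized counts are given as mean ± SD over the 3 libraries of a group, and log2 fold changes as knockdown against control. Differential expression (DE) was called with the cutoffs that the paper states. These are a fold change over 1.5 in either direction and an adjusted p under 0.05. Table S4 of the paper lists log2 fold changes down to 0.580 in size, slightly under the 0.585 of a 1.5-fold change.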

First, using qRT-PCR we confirmed the efficiency of *LINC01133* knockdown using three independent siRNA oligos. Significant knockdown was achieved for all 3 oligos (*p* ≤ 0.0001), with the most efficient siRNA *LINC01133a* reducing *LINC01133* expression by more than 90% 72 h after transfection (Figure 2A). In order to identify any genes and pathways affected by *LINC01133* knockdown, we then conducted RNA-sequencing comparing *LINC01133a* knockdown cells with non-targeting siRNA control cells 72 h after transfection (3 biological replicates each). We identified four *LINC01133* transcript isoforms that are expressed in 12Z cells and confirmed that all were efficiently targeted by the *LINC01133a* siRNA oligo (Figure 2B). 

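LINC01133 (ENSG00000224259.7) lies on the plus strand of chromosome 1 from 159958035 to 159984750 of GRCh38. GENCODE v44 lists 5 transcripts of it. The target sequence of siRNA LINC01133a, GAAGTTACCTGAGAATGGA, was found on chromosome 1 from 159976669 to 159976687. This is in exon 2 of transcript LINC01133-201 and in exon 3 of LINC01133-202 and LINC01133-204, whereas the other 2 transcripts do not hold it. The sites of siRNAs LINC01133c and LINC01133b lie in the same exon, starting at 159976763 and 159976951. The deposited counts are summed over the gene, so isoforms could not be told apart in them. The normalized count of LINC01133 was 823 ± 12.8 (SD, n = 3) in control cells and 133 ± 4.68 (SD, n = 3) in knockdown cells, which leaves 16.1% of the control level. The log2 fold change was -2.63 (standard error 0.070, adjusted p = 3.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -2.65 and -2.61 with each library left out in turn, and scaling by library size alone moved it most, to -2.57. Relative to GAPDH, to which the paper normalized its qRT-PCR, LINC01133 was at 0.220 times its control level. The paper reports a stronger knockdown from its qRT-PCR, which was not analysed here.

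**Figure D1:**
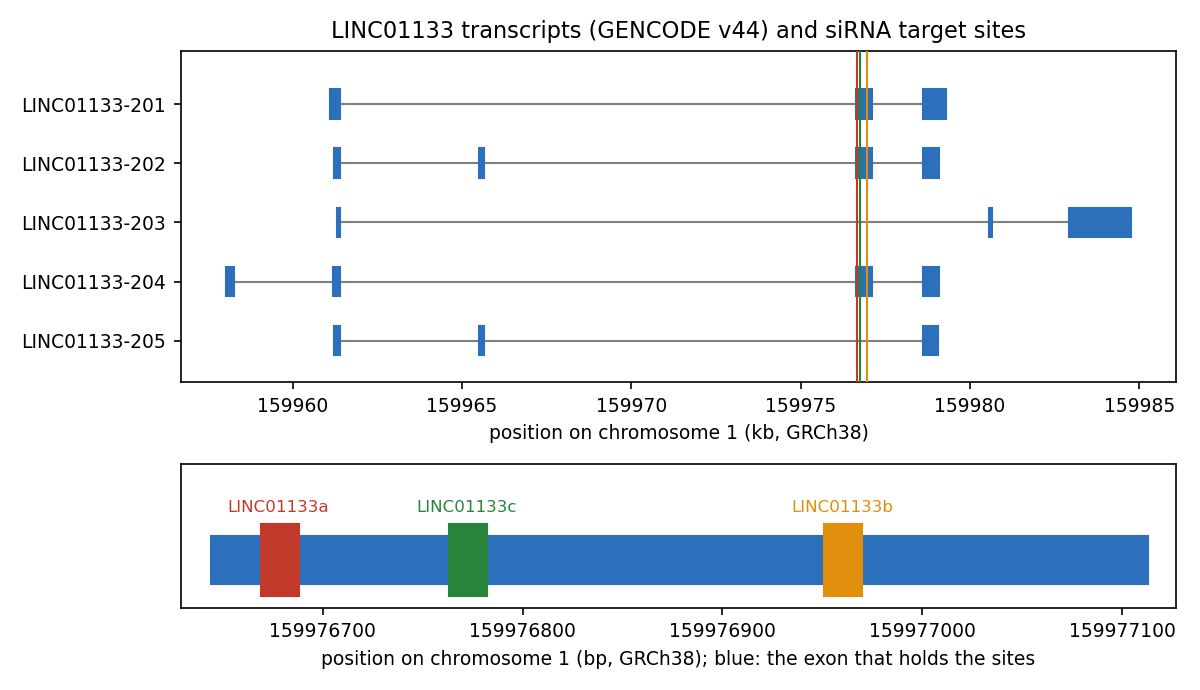
Exons (boxes) of the GENCODE v44 transcripts of LINC01133 by position on chromosome 1 in kb (top), with the siRNA target sites as vertical lines, and the exon that holds the sites in bp (bottom). The 3 sites fall in one exon, which is absent from 2 of the 5 transcripts.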

Further, analysis revealed 1210 differentially expressed (DE) transcripts in 12Z knockdown cells, compared to controls using a fold change cutoff of >1.5 and adjp < 0.05. 

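Of the 15155 genes tested, 1778 passed both cutoffs. Without the cutoff on fold change, 7315 genes (48.3%) had an adjusted p under 0.05, and 535 of the DE genes had a fold change over 2. The common biological coefficient of variation was 0.0439. Of all genes tested, 8684 (57.3%) had counts that did not overlap between control and knockdown libraries, which chance gives for 10% of genes. Apart from the fold change cutoff itself, the alternative that moved the count most was edgeR's test against a fold change of 1.5 (glmTreat), which called 578 genes. DESeq2, the tool of the paper, called 1462 genes at these cutoffs, and 1438 of the 1778 genes were among them with the same direction.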

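Among these DE genes, 803 (45.2%) were higher and 975 lower in knockdown cells. This division depended on scaling, since with library size alone 55.9% of the genes called were higher. Table S4 of the paper lists 1210 genes, of which 1151 were matched to a tested gene by symbol. Of the matched genes, 1130 (98.2%) were DE here in the same direction. A further 648 DE genes had no match by symbol in Table S4. Of these, 583 had a mean normalized count under 49.8, the lowest mean count in that table of the paper. The 65 above this limit may include genes that Table S4 lists under another name.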

From those DE genes, 703 were down-regulated and 507 up-regulated in knockdown cells (Table S4). These transcriptional changes enabled a clear separation of *LINC01133* knockdown and control samples by unsupervised hierarchical clustering (Figure 2C).

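Complete-linkage clustering of the 1778 DE genes, on log2 CPM scaled per gene, placed 6 of 6 libraries with their own group. Since DE genes separate the groups by construction, the clustering was repeated on all tested genes, which placed 6 of 6 libraries in the same way. On all tested genes, the largest Euclidean distance between 2 libraries of a group was 144, and the smallest between a control and a knockdown library was 190. The paper states that all libraries were sequenced on a single lane.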

### 2.3. The Knockdown of LINC01133 in 12Z Cells Effects Genes and Pathways with a Known Function in Endometriosis Lesion Formation

To gain insight into the function of the genes being regulated by *LINC01133*, we carried out gene ontology enrichment analysis (GOEA) (http://bioinformatics.sdstate.edu/go/) (accessed on 2 December 2020) [26] and gene set enrichment analysis (GSEA) (http://www.gsea-msigdb.org/gsea) (accessed on 2 December 2020) [27,28]. The GOEA showed enrichment in genes that control cell proliferation, migration and angiogenesis (Figure S2A and Table S5), all processes to be involved in the pathogenesis of the disease. 

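Table S5 lists the DE genes behind each term, and the copy at hand holds the first 67 of 130 genes for cell migration, the first 67 of 162 for cell proliferation and all 36 for regulation of angiogenesis. For cell migration, 67 of the 67 genes were DE here, 13 higher and 54 lower in knockdown cells. DCDC2 (1.50) and TGFB2 (1.44) had the highest log2 fold changes of these, and NDRG4 (-2.31) and RIPOR2 (-1.97) the lowest. For cell proliferation, 65 of the 67 genes were matched by symbol, and 22 of them were higher and 43 lower. CCNJ, which encodes cyclin J, rose to 2.28 times its control level, and AQP1, which encodes a water channel, fell to 13.6% of it. For regulation of angiogenesis, 10 genes were higher and 26 lower. Here ADM2 and CDH5 rose to 3.04 and 2.73 times their control level, and TIE1 fell to 33.4%. Because these genes were selected by the study as DE in the same libraries, their number is no independent test, and the full membership of the terms was not at hand to test enrichment.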

GSEA enrichment in targets of the mammalian histone methyltransferase EZH2, adult tissue stem cells and mesenchymal cells (Figure S2B and Table S6), Together these results suggest that *LINC01133* may be involved in the regulation of epithelial cell proliferation, invasion and cell fate conversion (EMT), processes that are known to support ectopic lesion growth.

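Table S6 lists 125 DE genes as EZH2 targets, from a set of genes that rise when EZH2 is depleted. Of the 123 matched by symbol, 122 were DE here, 37 higher and 85 lower in knockdown cells, with a median log2 fold change of -0.67. The highest were CREB5 (1.40) and TRIM58 (1.39), and the lowest DRAM1 (-1.97) and PTX3 (-1.78), with adjusted p values of 5.6e-08, 2.0e-10, 1.1e-10 and 1.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3′ UTR of DRAM1 holds an 8-base match to the seed of the siRNA's guide strand. That of TRIM58, which rose, holds 2 matches of 7 bases and none of 8 bases. The RNA of EZH2 itself changed by 0.15 on the log2 scale, from 1870 ± 50.5 to 2081 ± 44.8 normalized counts (SD, n = 3 each), which is under the fold change cutoff. Of the 91 genes of the adult tissue stem cell module, 90 were DE, 24 higher and 66 lower. IGFBP5 and HBEGF were 1.95 and 1.95 times their control level, while CXCL12 fell to 26.4%. From these enrichments, the paper proposes that LINC01133 takes part in the regulation of proliferation, invasion and cell fate conversion.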

### 2.4. LINC01133 Regulates Proliferation and Invasion of Endometriosis Epithelial Cells In Vitro

To determine if the phenotypic changes predicted by GOEA and GSEA analysis following *LINC01133* knockdown in 12Z cells occur, we evaluated changes in cell proliferation and invasion in 12Z cells 72 h post knockdown. The results showed that *LINC01133* knockdown leads to a slight, but significant downregulation of 12Z proliferation (Figure 3A) and significantly enhances the invasion phenotype of knockdown cells (Figure 3B). The relative proliferation rate of *LINC01133* knockdown cells was 30% lower (adjp < 0.0001), and the invasion rate was 1.5 times higher (adjp < 0.05) when compared to cells transfected with the siRNA control oligo.

### 2.5. LINC01133 Regulates Cell Cycle and the Levels of Expression of Cell Cycle Regulatory Proteins p21 and Cyclin A

We further examined the viability of 12Z cells following *LINC01133* knockdown using an AnnexinV/Propidium Iodide FACS assay. We found that *LINC01133* knockdown did not influence the survival of the cells (Figure 4A). The mean percent of early apoptotic AnnexinV positive cells was about 25% for both cells transfected with a control or *LINC01133a* oligo. Analysis of the DNA profiles of the *LINC01133* siRNA transfected cells showed a slight but significant enrichment of the number of cells in the G1 phase (7%, adjp < 0.005), and a concomitant down-regulation of the number of cells entering S-phase of the cell cycle (5%, adjp < 0.05), compared to control siRNA transfected cells (Figure 4B). This effect on cell cycle in knockdown cells was associated with significant up-regulation of the levels of expression of the cell cycle checkpoint regulatory protein p21 (~2.5-fold, adjp < 0.005) and down-regulation of Cyclin A (~2-fold, adjp < 0.05) (Figure 4C), compared to control oligo transfected cells. These findings were consistent with the results of our RNA-seq (see Table S4), further indicating that changes in expression of these genes may be responsible for the cell cycle phenotype.

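CDKN1A, which encodes p21, lies on chromosome 6 from 36676460 to 36687337 of GRCh38. Its normalized count was 1089 ± 44.1 (SD, n = 3) in control cells and 2071 ± 87.5 (SD, n = 3) in knockdown cells. This is a log2 fold change of 0.93 (standard error 0.048, adjusted p = 9.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNA2, which encodes cyclin A2, lies on chromosome 4 from 121816444 to 121823883. Its count fell from 6673 ± 102 (SD, n = 3) to 4364 ± 51.0 (SD, n = 3), a log2 fold change of -0.61 (standard error 0.035, adjusted p = 2.0e-08 from the same test). With library size alone as scaling, the change of CCNA2 was -0.55, under the fold change cutoff, and its 3′ UTR holds an 8-base match to the seed of the siRNA's guide strand.
Lists of cell cycle genes were tested with camera at a preset correlation between genes of 0.01, as part of a family of 5 lists. The 53 G2/M genes had a median log2 fold change of -0.16 (adjusted p = 9.1e-05 for a decrease from camera). Of these genes, 11 had a positive log2 fold change and 1 was DE. The 3 genes of this list with the smallest p were CKAP2 (-0.52), CDC20 (-0.43) and BIRC5 (-0.42). Each was lower by less than the fold change cutoff, and the 3′ UTRs of CKAP2 and BIRC5 also hold the 8-base match. The 43 S phase genes had a median of -0.079 (adjusted p = 0.041 for a decrease from camera). The 3 S phase genes with the smallest p had larger log2 fold changes than this median, -0.35 for HELLS, -0.29 for MCM4 and -0.24 for CDC6. For 38 p53 target genes, among them CDKN1A, the adjusted p was 0.15 from camera and 0.0070 from fry, in the direction of an increase. Both cell cycle calls also passed under fry (adjusted p = 0.0015 and 0.026), and neither passed with the correlation estimated from the libraries. The S phase call was lost without control replicate 3, knockdown replicate 1 or knockdown replicate 3 (adjusted p from camera 0.16, 0.085 and 0.053) and with library size alone as scaling (0.14). Over all its alternatives, among them fry and the estimated correlation, the adjusted p ranged from 0.0084 to 0.49. The paper proposes that the changes in CDKN1A and CCNA2 account for the cell cycle phenotype.

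**Figure D2:**
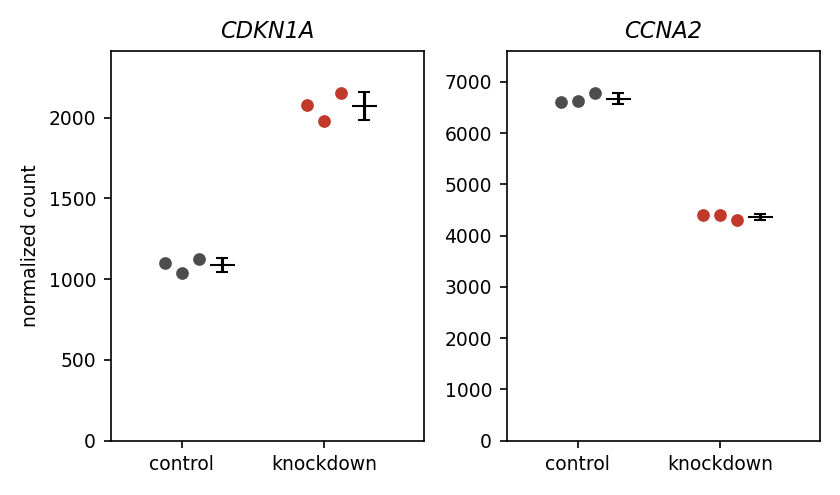
Normalized counts of CDKN1A and CCNA2 in each control and knockdown library (points), with mean and SD beside them (n = 3 libraries per group). In both panels, the 3 knockdown libraries lie apart from the 3 control libraries, above them for CDKN1A and below them for CCNA2.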

### 2.6. LINC01133 Is Not a Regulator of EMT in 12Z Endometriosis Epithelial Cells

The enrichment of differentially expressed genes associated with a mesenchymal phenotype (Figure S2, Table S6A,B) and an increased invasion of 12Z cells following *LINC01133* knockdown (Figure 3B) indicated that these cells may be converted to a more mesenchymal phenotype. 

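The mesenchymal stromal cell set of Table S6 states 86 DE genes, of which the table copy held 83. Of these, 82 were DE here, and 67 of them were lower and 15 higher in knockdown cells, with a median log2 fold change of -0.78. The genes that rose most were CBS, from 99.4 ± 8.91 to 259 ± 3.72 normalized counts, and PAPPA, from 747 ± 96.8 to 1666 ± 134. PTGES fell from 968 ± 23.0 to 275 ± 27.2, and TGM2 from 99.9 ± 12.0 to 30.4 ± 5.29 (SD, n = 3 for each value). All were DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the differences exceeded the spread between libraries of a group.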

To evaluate the role of *LINC01133* in epithelial to mesenchymal transition (EMT) in endometriosis, we further investigated expression of selected EMT regulatory proteins indicated to be differentially expressed in our RNA-seq data (Table S7). qRT-PCR and Western blot analysis confirmed the loss of CDH1 (E-cadherin) following *LINC01133* knockdown (Figure S3A). 

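The 8 genes of Table S7 were all DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested and adjusted over the list alone, although the study chose them on these libraries, so the list is no independent evidence. CDH1, on chromosome 16 from 68737292 to 68835537 of GRCh38, had 412 ± 36.6 normalized counts in control cells and 102 ± 21.0 in knockdown cells (SD, n = 3 each). Its log2 fold change was -2.02 (standard error 0.12, adjusted p = 3.9e-08), with an adjusted p of 1.1e-09 over the list alone. CDH2, which encodes N-cadherin, fell from 12806 ± 662 to 5715 ± 194 normalized counts (SD, n = 3 each), a log2 fold change of -1.16 (standard error 0.044, adjusted p = 6.8e-10). FOXO1 had a log2 fold change of -0.85 (standard error 0.14, adjusted p = 3.1e-04) and VCAM1 one of -0.70 (standard error 0.046, adjusted p = 6.4e-08). SOX4 rose from 632 ± 61.7 to 1072 ± 12.4 normalized counts (SD, n = 3 each), with a log2 fold change of 0.76 (standard error 0.064, adjusted p = 6.4e-07). TGFB2 rose from 1082 ± 118 to 2919 ± 286 (SD, n = 3 each), with an adjusted p of 1.4e-08. KRT19 had a log2 fold change of -0.88 (standard error 0.035, adjusted p = 1.1e-09). KRT7 lay at the cutoff, with a log2 fold change of -0.59 (standard error 0.044, adjusted p = 2.1e-07). Its call was lost without control replicate 1 (-0.55), knockdown replicate 2 (-0.58) or knockdown replicate 3 (-0.56), and with library size alone as scaling (-0.53). It was also lost with a filter of at least 10 counts in every library (-0.584). Table S7 of the paper gives -2.02 for CDH1 and -0.583 for KRT7. This KRT7 value and the -0.584 under the filter are smaller in size than the cutoff used here, 0.585. Both are past 0.580, the smallest size in Table S4 of the paper.

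**Figure D3:**
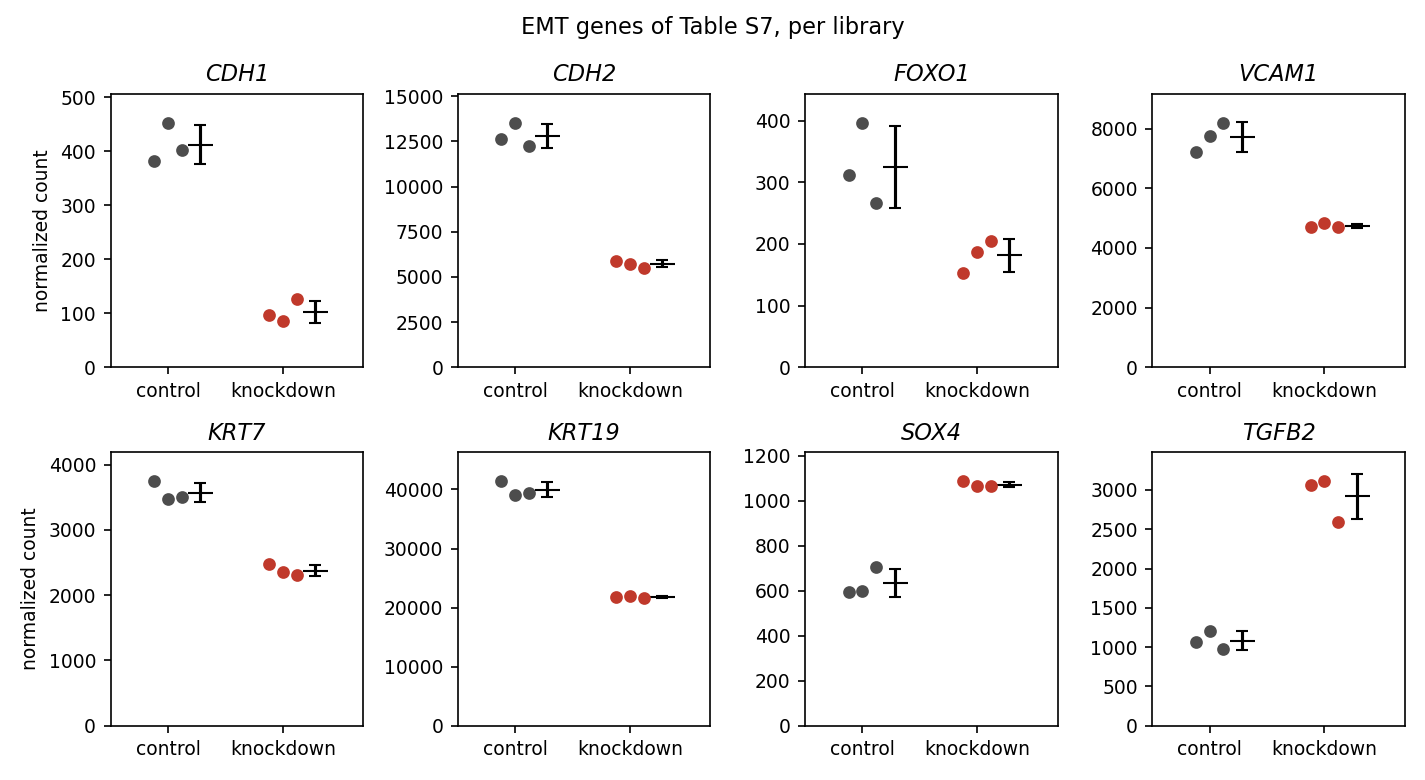
Normalized counts of the 8 genes of Table S7 in each control and knockdown library (points), with mean and SD beside them (n = 3 libraries per group). The 3 knockdown libraries lie below the 3 control libraries for CDH1, CDH2, FOXO1, VCAM1, KRT7 and KRT19 and above them for SOX4 and TGFB2.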

The levels of *CDH1* transcription correlated with the efficiency of the *LINC01133* knockdown in 12Z cells (Figure 2A, Figure S3A left panel), further supporting the involvement of *LINC01133* in its regulation. Specifically, a knockdown of *LINC01133* to about 10% of the levels of controls (*LINC01133a* siRNA, adjp < 0.0001), led to reduction of the relative levels of *CDH1* expression to 20% of the controls (adjp < 0.0001), whereas *LINC01133* knockdown to 35% (*LINC01133b* siRNA, adjp < 0.0001) led to a 30% reduction of *CDH1* transcript (*p* = 0.007) compared to controls. However, we did not see a classical EMT-associated Cadherin switch in *LINC01133* knockdown cells. The levels of *CDH2* (*N-cadherin*) transcript were downregulated to 53% of normal level in cells with high efficiency of *LINC01133* knockdown (*LINC01133a* oligo, adjp = 0.002), but were not changed in cells with a less efficient knockdown of *LINC01133* (*LINC01133b* siRNA oligo, adjp > 0.05) (Figure S3A, left panel). Further, we validated the significant downregulation of *VCAM-1* (*p* = 0.029, Figure S3B), and significant upregulation of *SOX4* (*p* = 0.02, Figure S3C) and *TGFβ2* (*p* = 0.0014, Figure S3D) in *LINC01133* knockdown cells compared to controls for both the *LINC01133a* and *LINC01133b* oligos. However, we could not validate the reduction of *KRT7* and *KRT19* (Figure S3E,F) in cells with *LINC01133* knockdown, when compared to siRNA controls. Given that we did not see a classic E-cadherin to N-cadherin switch, and that expression changes for some EMT markers could not be validated, these data suggest that *LINC01133* does not play a significant role in regulating EMT in endometriosis epithelial cells.

### 2.7. Active Cytoskeleton Remodeling in 12Z Cells Following LINC01133 Knockdown

*LINC01133* knockdown led to the deregulation of genes involved in cell adhesion and EMT, and was associated with changes in the cellular phenotype of 12Z knockdown cells, which appeared to have a more flattened, larger phenotype with an increased number of actin stress fibers (Figure 5A). This was supported by analysis of cell area and fluorescence intensity in *LINC01133* knockdown cells compared to controls. We confirmed that the cross-sectional cellular area of *LINC01133* knockdown cells was greater, with knockdown cells 1.7 fold the size of control siRNA treated cells (adjp = 0.006, Figure S4A). Further, analysis of Phalloidin fluorescence intensity showed that *LINC01133* knockdown cells had 4.5-fold higher corrected total cell fluorescence (CTCF) than cells transfected with control siRNA oligo (*p* < 0.0001) (Figure S4B). This data indicated that active actin remodeling may occur following *LINC01133* knockdown. Therefore, we further evaluated the expression and/or activity of some proteins involved in the regulation of actin filaments, stress fibers formation and focal adhesions such as TESK1 and Cofilin. TESK1 phosphorylates and thereby inactivates the Actin severing protein Cofilin at Ser3, thus regulating the organization of the Actin cytoskeleton [29]. We identified *TESK1* as being differentially expressed in 12Z knockdown cells by RNA-seq (Table S4) and confirmed that the protein was significantly increased following *LINC01133* knockdown (1.5-times higher, adjp < 0.05) (Figure 5B). These changes in TESK1 expression were associated with a significant increase in Cofilin phosphorylation to 2.2-fold higher (adjp < 0.05) following *LINC01133* knockdown (Figure 5C). Together this data indicates that *LINC01133* may regulate actin remodeling in endometriosis epithelial cells via this pathway.

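TESK1 lies on chromosome 9 from 35605262 to 35610041 of GRCh38. Its normalized count was 174 ± 16.9 (SD, n = 3) in control cells and 272 ± 4.09 (SD, n = 3) in knockdown cells, a log2 fold change of 0.65 (standard error 0.095, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicate 3, the log2 fold change was 0.57, under the fold change cutoff. The other kinases that act on cofilin had smaller log2 fold changes. LIMK1 had a log2 fold change of 0.32 (standard error 0.046, adjusted p = 9.0e-05), TESK2 of 0.32 (adjusted p = 0.14) and LIMK2 of -0.066 (adjusted p = 0.30). In counts, which were not scaled by transcript length, the rise was larger for LIMK1 than for TESK1. LIMK1 went from 2161 ± 103 to 2689 ± 111 normalized counts (SD, n = 3 each). Among the slingshot phosphatases, which remove the phosphate from cofilin, SSH3 was higher (0.48, adjusted p = 4.4e-05), SSH2 lower (-0.29, adjusted p = 0.0012) and SSH1 changed by 0.028 (adjusted p = 0.62). The RNA of cofilin fell by 0.20 for CFL1 and decreased by 0.24 for CFL2 on the log2 scale. Among these genes, only TESK1 was DE at the cutoffs.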

## 3. Discussion

LncRNAs are epigenetic regulators that have been implicated in development and disease, but whose role in the pathogenesis of endometriosis remains relatively unknown. Endometriosis shares some features with cancer, including EMT, therefore we chose to investigate the role of *LINC01133* in endometriosis, a well-characterized lncRNA that has been associated with EMT in cervical [21], breast [22], colorectal [23] and gastric [24] cancer. We found that *LINC01133* is significantly upregulated in ectopic endometriosis lesions, and that knockdown in an epithelial endometriosis cell line indicates that it promotes cell proliferation and suppresses cell migration and invasion in endometriosis, but that it does not regulate EMT in this disease. Our results indicate that *LINC01133* affects cell proliferation by affecting the cell cycle via the p21/cyclin pathway, and cellular invasion and cytoskeleton remodeling due to Cofilin phosphorylation and inactivation by the TESK1 kinase. A caveat of our study is that we used the immortalized endometriosis epithelial cell line 12Z for our functional experiments, although this cell line is widely accepted in the field as a cell model of endometriosis [30].

The effects on cell proliferation were associated with cell cycle arrest in G1 and impaired S-phase entry due to significant up-regulation of cell cycle checkpoint protein p21 and concomitant downregulation of Cyclin A. The mechanism by which *LINC01133* may regulate these genes in endometriosis remains unclear. In non-small cell lung carcinoma *LINC01133* suppresses the transcription of *CDKN1A* (*p21*) via a direct EZH2-mediated chromatin remodeling mechanism [31]. In another context, *LINC01133* promotes the progression of cervical cancer by sponging miR-4784 to cause the up-regulation of AT-hook DNA-binding motif-containing protein 1 (AHDC1) promoting EMT [21]. The high basal level of p21 expression and moderate transcriptional activation upon *LINC01133* knockdown (~2.5-fold) indicates that sponging rather than an EZH2 mediated p21 activation may be a more likely mechanism of regulation, although this remains to be tested.

Impaired expression of *LINC01133* has been associated with the regulation of EMT in cancer [23,31,32]. EMT is a multi-stage process leading to the gradual remodeling of the epithelial into a mesenchymal phenotype. This includes the loss of epithelial markers and concomitant acquisition of mesenchymal markers, an increase in cell migration and invasion, disruption of cell-cell contacts, impaired adhesion and the remodeling of the cytoskeleton [19]. This molecular remodeling also takes place during the establishment of endometriosis lesions [17]. However, although we saw an enrichment of some mesenchymal gene sets among differentially expressed genes in 12Z endometriosis epithelial cells following *LINC01133* knockdown, we found little phenotypic evidence for EMT. 

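In the RNA-seq of 12Z cells, the changes of TGFB2, SOX4, CDH1 and CDH2 did not rest on a single library. With each library left out in turn, the log2 fold change ranged from 1.37 to 1.52 for TGFB2, from 0.72 to 0.85 for SOX4, from -2.17 to -1.91 for CDH1 and from -1.19 to -1.12 for CDH2. For each of the 4 genes, all 3 knockdown libraries lay on the same side of all 3 control libraries.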

Our data showed a significant upregulation of *TGFβ2* following *LINC01133* knockdown is associated with an increase in the levels of expression of the master regulator of EMT, *SOX4* [33,34] and subsequent down-regulation of *CDH1* and *CDH2*. However, expression of the epithelial markers *KDR7* and *KDR19* [35], along with the EMT regulators *TWIST*, *SNAIL*, *ZEB1* and *ZEB2* [36] were not significantly affected by *LINC01133* knockdown. 

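In the RNA-seq, none of the EMT regulators TWIST1, TWIST2, SNAI1, SNAI2, ZEB1 and ZEB2 was DE at the cutoffs. TWIST1 had 211 ± 24.5 normalized counts in control cells and 222 ± 21.6 in knockdown cells (SD, n = 3 each), an adjusted p of 0.54 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ZEB2 had a log2 fold change of 0.028 (adjusted p = 0.62). The others were lower in knockdown cells, with an adjusted p under 0.05 and a fold change under the cutoff. The log2 fold change was -0.30 (standard error 0.046, adjusted p = 1.2e-04) for ZEB1, -0.49 (standard error 0.098, adjusted p = 0.0010) for SNAI2, -0.51 (standard error 0.16, adjusted p = 0.021) for TWIST2 and -0.58 (standard error 0.15, adjusted p = 0.0072) for SNAI1. TWIST2 and SNAI1 had low counts, 65.4 and 69.6 on average in knockdown cells. Without control replicate 3, TWIST2 (-0.66), SNAI1 (-0.64) and SNAI2 (-0.595) passed the cutoffs. SNAI1 also passed without control replicate 2 (-0.60) and without knockdown replicate 2 (-0.72). The epithelial markers KRT7 and KRT19 had 3572 ± 150 and 39956 ± 1241 normalized counts in control cells, against 2377 ± 86.3 and 21761 ± 170 in knockdown cells (SD, n = 3 each). KRT19 passed the cutoffs. KRT7 passed them by a small margin and did not without control replicate 1 (-0.55), knockdown replicate 2 (-0.58) or knockdown replicate 3 (-0.56), nor with library size alone or at least 10 counts in every library.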

CDH1 is a tumor suppressor and cell polarity regulator [37] and the loss of CDH1 promotes motility and invasion. There is also some evidence that in endometriosis lesions the loss of CDH2 expression may be associated with increased invasive capacity of endometrial epithelial cells. Matsuzaki et al. [38] have shown that deep infiltrating endometriosis lesions express less CDH2, compared to early peritoneal lesions. In normal endometrial tissue high levels of CDH2 were associated with the proliferative phase of the cycle [39]. However, whether activation of CDH2 by *LINC01133* is responsible for the loss of proliferation capacity and increased invasiveness of endometriosis epithelial cells needs to be tested.

Recently, we have shown that the levels of expression of *VCAM-1* are increased in tissue samples of women with endometriosis, compared to women without the disease [40]. The loss of *VCAM-1* was shown to attenuate the TGF-β1 induced proliferation, migration and invasion of endometriosis stroma cells derived from ovarian endometriomas [41]. Our data showed that the function of the protein as a regulator of cell invasion of epithelial endometriosis cells might differ from those in stroma, while downregulation of *VCAM-1* following *LINC01133* knockdown was associated with an increase of cellular invasion. As up-regulation of *VCAM-1* in malignant cells is associated with recruitment of tumor-associated monocytes and macrophages and immune escape of the tumors [42,43], we postulate that *LINC01133* dependent *VCAM-1* regulation in endometriosis epithelial cells may be related to immune surveillance of the lesions.

A central event in cellular invasion is the dynamic cytoskeleton remodeling leading to changes in cellular morphology. We [44] and others [45,46] have shown that the dysregulation of cytoskeleton dynamics and related signaling pathways are linked to pathogenesis of endometriosis and disease-associated infertility. Actin filaments, microtubules, and intermediate filaments involved in the formation of cytoskeletal structures, such as stress fibers and pseudopodia promote the invasion of normal cells and invasion and metastasis of tumor cells. Here we showed that the increase in the invasion capacity of 12Z cell under *LINC01133* knockdown is associated with changes in cellular morphology to more flattened and larger phenotype with an increased number of stress fibers, provoked by the activation of TESK1 expression and inactivation of Cofilin. TESK1 is a serine/threonine kinase with kinase domain similar to those of LIM-kinases and a unique C-terminal proline-rich domain [47] known to phosphorylate Cofilin at Ser-3 [29]. Cofilin plays an essential role in actin filament dynamics by enhancing depolymerization and severance of actin filaments [48]. These activities of Cofilin are abolished by phosphorylation at Ser-3. Therefore, the changes in Cofilin phosphorylation at Ser-3 are regarded as one of the most important mechanisms for regulating Cofilin activity and actin filament dynamics. It has been shown that induction of stress fibers require an active Rho-ROCK signaling pathway independent of TESK1 [29]. Several studies also indicate that the balance between Rho and Rac activity in cells determines the patterns of actin organization, cell morphology and motility [49]. Thus, the effects of *LINC01133* on the cellular filament and cytoskeleton dynamics may not be restricted only to the TESK1/Cofilin pathway.

Overall, in this study, we found that *LINC01133* is overexpressed in ectopic endometriosis lesions compared to the eutopic endometrium of women both with and without the disease. By knocking down *LINC01133* in endometriosis epithelial cells we were able to show that the lncRNA promotes cellular proliferation and inhibits cell invasion in these cells, and to identify components of these pathways that were affected, including p21, Cyclin A and TESK. These results indicate that *LINC01133* may be a clinically relevant player in endometriosis, although this remains to be tested in vivo.

## 4. Materials and Methods

### 4.1. Study Population

For this study, tissue samples were collected in accordance with the protocols of the Endometriosis Marker Austria (EMMA) study, a prospective cohort study conducted at the Tertiary Endometriosis Referral Center of the Medical University of Vienna. Premenopausal women 18–50 years of age undergoing a laparoscopic procedure due to suspected endometriosis, infertility, chronic pelvic pain, benign adnexal masses or uterine leiomyoma were invited to participate in the EMMA study. Women who had acute inflammation, known or suspected infectious disease, chronic autoimmune disease or malignancy were excluded from the study. Ethics approval for this study was provided by the institutional ethics committee of the Medical University of Vienna (EK 545/2010). Verbal and written informed consent was obtained from each participant prior to inclusion into the study. The detailed baseline characteristics of the participants are summarized in Table S1. Briefly, from a total number of *n* = 95 participating women, *n* = 42 were defined as controls and *n* = 53 were patients suffering from endometriosis. The control group consisted of women undergoing laparoscopy for uterine fibroids, benign ovarian cysts, fallopian tube disorders or diagnostic laparoscopy due to unexplained infertility or chronic pelvic pain. Each participating woman contributed only one sample of eutopic endometrium and some of the women with endometriosis contributed samples of diverse types of endometriotic lesions. All tissue samples were collected during laparoscopic surgical intervention for diagnosis and/or therapy of endometriosis. All samples were collected in accordance to Endometriosis Phenome and Biobanking Harmonization Project guidelines [50].

### 4.2. Cell Line for In Vitro Evaluation of LINC01133 Function

Endometriotic epithelial cell line 12Z established and characterized by the laboratory of Professor Starzinski-Powitz [51,52] was kindly provided for our in vitro studies. The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM-F12) containing penicillin/streptomycin in final concentrations of 50 U/mL and 50 µg/mL, respectively and 10% *v*/*v* fetal calf serum (FCS). The cells were maintained in a 37 °C CO_2_-humified incubator. Cells were tested and found to be negative for mycoplasm infection. All cell culture reagents were purchased from Thermo Fisher Scientific (Waltham, MA, USA) or Sarstedt (Nümbrecht, Germany).

### 4.3. RNA-Scope

To visualize the subcellular localization of *LINC01133* RNA in tissue samples of women with endometriosis we used the RNAscope^®^ 2.5 HD Red assay on formalin-fixed paraffin-embedded eutopic endometrial tissues of women with endometriosis (*n* = 5), according to the manufacturer’s protocol (Advanced Cell Diagnostics (ACD), Hayward, CA, USA). This method uses a signal amplification method and double Z probe design provides high sensitivity and specificity suitable for detecting relatively lowly expressed RNAs, such as lncRNAs. The system visualizes target RNA as a single dot, where each dot is an amplified signal of an individual RNA molecule. We used the probe Hs-LINC01133 designed by ACD to specifically detect *LINC01133*, and probe dapB (bacterial dihydrodipicolinate reductase, PN310043) as a negative control.

### 4.4. LINC01133 Knockdown

The 12Z cells were seeded in complete culture cell medium 12 h prior to transfection on 6-well culture plates (Nunc, Thermo Fisher Scientific, Waltham, MA, USA) at a concentration of 1 × 10^5^ cells/well and allowed to grow to approximately 40% confluency. The cells were then transfected with one of three different LINC0133 targeting siRNA oligos at a final concentration of 10 nM (Table S2A) or a non-targeting control siRNA oligo (Cat.4390846, Ambion, Austin, Texas, USA) using Lipofectamine RNAiMAX transfection reagent according to the manufacturer’s protocol (Invitrogen by Life Technology, Waltham, MA, USA). Phenotypic analysis of *LINC01133* knockdown cells for changes in cellular proliferation and invasion/migration was conducted 48 h post-transfection. RNA-sequencing, qRT-PCR and Western blot analysis were conducted 72 h post-transfection. The 3 siRNAs had similar *LINC01133* knockdown efficiencies (Figure 2A). Therefore, for each experiment, we first checked *LINC01133* knockdown efficiency by qRT-PCR, and then proceeded with the 2 siRNAs that showed the greatest knockdown efficiency.

### 4.5. RNA Isolation

Frozen tissue samples were homogenized with a Precellys 24 homogenizer (PEQLAB, Erlangen, Germany). Subsequently, total RNA was isolated from eutopic and ectopic endometrium using the Agilent Absolutely RNA kit in accordance with the manufacturer’s instructions (DNase I treatment included), and total RNA from the 12Z cell line was isolated using the RNeasy mini kit (Qiagen). To remove DNA contamination the RNA samples were subsequently treated with DNAseI using RapidOut DNA removal Kit (Thermo Fisher Scientific, Waltham, MA, USA). RNA concentration and purity were determined by measuring optical density using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). We defined the quality of the RNA samples to be sufficient when the ratios of OD260/280 and OD260/230 were around 2.00. Additionally, for RNA-sequencing we confirmed that RNA integrity was RIN > 7 on a Bio Analyzer (Agilent Technologies, Santa Clara, CA, USA).

### 4.6. RNA-Sequencing and Data Analysis

RNA sequencing was performed by the Next Generation Sequencing Facility at Vienna BioCenter Core Facilities (VBCF), a member of the Vienna BioCenter (VBC), Austria. From the total RNA, we provided they conducted poly-A enrichment for mRNAs and prepared libraries using the Illumina TruSeq RNA kit. The six libraries (3 control oligo, 3 *LINC01133* knock-down) were multiplexed on a single lane and subjected to 125 bp paired-end sequencing on an Illumina HiSeq2500 machine. The facility provided de-multiplexed BAM files containing the raw reads, which we converted to fastq using Samtools (v1.10) for alignment with STAR using the parameters: --outFilterMultimapNmax 1 --outSAMstrandField intronMotif --outFilterIntronMotifs RemoveNoncanonical --outSAMtype BAM SortedByCoordinate --quantMode GeneCounts. 

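The count files give the reads that STAR could not assign to a gene beside those it could, so the uniquely mapped reads of each library can be summed from them. This sum was 37990673, 32502199, 34741578 for control libraries 1 to 3 and 41379198, 35975541, 30635527 for knockdown libraries 1 to 3, and each equals the value of Table S2B. The mean was 35.5M uniquely mapped reads and 37.7M reads in total, and the uniquely mapped share of a library was 94.2% on average. Of the uniquely mapped reads, 4.38% to 5.22% fell outside genes and 3.88% to 4.23% on more than 1 gene. The 10 genes with the most counts took 4.69% to 5.86% of the counts of a library.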

On average 38M reads (94% of all reads) mapped uniquely to the human genome (Table S2B). Annotation files and genome sequences were downloaded from https://www.gencodegenes.org (accessed on 2 December 2020). Index for alignments was prepared using STAR (2.7.6a_patch_2020-11-17) [53] with FASTA files from the GRCh38.p13 assembly and Gencode (v36) gene annotation in GTF format.

Differential gene expression analysis was performed in the R statistical computing environment (v4.0.3) [54] using the DESeq2 package (v1.30.0) [55] with count tables produced by STAR during alignment (*ReadsPerGene.out.tab files).

### 4.7. Assembly of LINC01133 Isoforms Expressed in the 12Z Cell Line

Aligned reads from the genomic positions chr1:159955239-15998963, were extracted using Samtools for all downstream analyses [56]. For that region, read coverage was calculated using bam2wig (v4.0.0) (https://github.com/MikeAxtell/bam2wig) accessed on 3 December 2020. Read coverage at each informative genomic position was normalized for sequencing depth and averaged over all control siRNA transfected and knockdown *LINC01133a* siRNA samples. Transcript assembly was performed using Cufflinks (v2.2.1) [57] with the parameter: -F 0.05. Note that for transcript assembly only the control siRNA samples were used and the resulting GTF files were merged using Cuffmerge to obtain the final *LINC01133* annotation.

### 4.8. Gene Set Enrichment Analysis (GSEA) and Gene Ontology Enrichment Analysis (GOEA)

To test whether the differentially expressed genes identified by our cutoff criteria (fold change > 1.5, adjusted *p*-value (adjp) < 0.05) are associated with specific biological functions we performed gene ontology enrichment analysis (GOEA http://bioinformatics.sdstate.edu/go/) (accessed on 25 November 2020) [26] and gene set enrichment analysis (GSEA, Broad Institute http://www.gsea-msigdb.org/gsea) [27] accessed on 26 December 2020) [28]. For GOEA annotation Fisher’s exact test is used to determine if different annotation terms are enriched among the differentially expressed genes. Gene ontology (GO) terms showing a Fisher’s exact *p*-value < 0.05 were considered significantly enriched. To calculate GSEA we used the Molecular Signature Database (MSigDB) to investigate the overlap between our gene lists and known annotated gene sets. Gene sets showing a false discovery rate (FDR) <0.05 were considered as significantly enriched among differentially expressed genes. We considered the biological processes associated with significantly enriched GO terms or MSigDB gene sets as being potentially relevant for endometriosis.

### 4.9. Quantitative Reverse Transcription PCR (qRT-PCR) for Measuring mRNA Expression

Total RNA was reverse transcribed with SuperScript^®^ III First-Strand Synthesis Reverse Transcriptase using a mixture of oligo-d (T) and random hexamer primers (Life Sciences Advance Technology, St. Petersburg, FL, USA). These cDNA preparations were then diluted 2 fold with water before being assayed. qRT-PCR was performed in triplicate in 96-well optical plates with 6 biological replicates. Each reaction contained 1X TaqMan PCR master mix (Applied Biosystems, Waltham, MA, USA with ROX reference dye) and 0.2 μM of each specific primer pair-probe set listed in Table S3. qRT-PCR was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA), with an initial denaturation for 10 minutes at 95 °C, primer annealing at 50 °C for 2 min, followed by 40 cycles of 15 seconds at 95 °C and 1 minute at 60 °C. The relative expression of target genes was calculated using the delta-CT method as described [58], and normalized to *GAPDH* expression. The average Ct values were ≤ 30 except for *SOX4* transcripts that showed an average Ct-value of 35 cycles.

### 4.10. Protein Isolation and Western Blot

Cells for Western Blot analysis were harvested and lysed in a whole-cell lysis buffer composed of 1% Triton-X 100, 10 mM Tris-HCl, pH7.4, 150 mM NaCl and 5 mM EDTA. Prior to use, the lysis buffer was supplemented with phosphatase and protease inhibitor cocktail (phosStop, cOmplete mini, EDTA free, Thermo Fisher Scientific, Waltham, MA, USA). The protein concentration was determined by the standard Bradford assay. The normalized samples were immunoblotted as previously described [59] and incubated with primary antibodies for the proteins of interest (Table S3). The secondary antibodies were diluted in a Tris pH 8.0, 0.1% Tween 20 buffer and incubated for 1 h at room temperature. Bound antibodies were detected by the horseradish peroxidase chemiluminescent substrate Luminata^TM^ (Millipore Corporation, Burlington, MA, USA). X-ray films (GE Healthcare, Frankfurt am Main, Germany) were used for chemiluminescence detection. The levels of protein expression on the blot were quantified using ImageJ Software (http://rsbweb.nih.gov/ij) (accessed on 15 March 2021).

### 4.11. Analysis of Cell Cycle and Cell Death Using Fluorescence-Activated Cell Scanning (FACS) Flow Cytometry

For FACS based analysis of the cell cycle changes upon *LINC01133* knockdown, we used standard propidium iodide (PI) DNA staining protocol. In brief, transfected cells were harvested 72 h after siRNA knockdown and 1 × 10^6^ cells were fixed in 70% precooled ethanol for 2 h on ice. After washing with PBS (Thermo Fisher Scientific, Waltham, MA, USA) the cells were re-suspended in 0.5 mL PI/RNAse containing staining buffer (550825), BD Pharminogen™, Heidelberg, Germany) supplemented with 10 μL PI staining solution (51-6621-1E, BD Pharmingen™, Heidelberg, Germany). After incubation for 15 minutes at room temperature, the number of PI positive cells was measured by flow cytometry. The effect of *LINC01133* on cellular apoptotic rate was evaluated using staining with AnnexinV (FITC-conjugated antibody (640906), BioLegend, San Diego, CA, USA; Annexin V Binding Buffer, (422201), BioLegend, San Diego, CA, USA) in conjunction with the vital dye 7-amino-actomycin D (00-6993-50) eBioscience, San Diego, CA, USA) followed by flow cytometry measurement. A total of 1 × 10^6^ cells 72 h after transfection was used in the analysis, with a total of 10,000 events recorded for each sample, and unstained cells being used as assay control.

### 4.12. Proliferation Assay

The proliferation rate of 12Z cells 72 h after LINC01133 knockdown was analyzed using the CyQuant direct cell proliferation Assay (Invitrogen, Waltham, MA, USA) according to the manufacture’s protocol. Prior to the assay, transfected cells were trypsinized 48 h after transfection with targeting and control siRNA oligos, seeded on 96 flat-bottom cell culture plates (Thermo Fisher Scientific, Roskilde, Denmark) at a concentration of 15,000 cells/well and allowed to grow for an additional 12 h. The level of fluorescence was accessed with the Clariostar^plus^ microplate reader (BMG Labtech, Ortenberg, Germany) with filters appropriate for 480 nm excitation and 520 nm emission maxima. The observed fluorescence values were first corrected for the background fluorescence determined with a cell- free sample, and a standard curve was used to estimate cell number. All measurements were performed in technical triplicates, and the average number of proliferating cells relative to control siRNA-treated cells was set to 1.

### 4.13. Matrigel-Invasion Assay

The ability of cells to migrate or invade through a Matrigel barrier was measured in a Boyden chamber assay with polycarbonate membranes. After 48 h of siRNA knockdown, an equal number of 12Z cells (2 × 10^4^) were re-suspended in 100 µL of growing media supplemented with 1% *v*/*v* FCS and antibiotics and plated on top of matrigel coated filter (Corning Matrigel growth factor reduced (354230); Corning Incorporated, Corning, NY, USA, 1% matrigel solution in PBS, filter: 6.5 mm diameter, 8 µm-pores, Corning Incorporated, Corning, NY, USA). The cells were allowed to migrate/invade for 12 h toward the bottom of the well, which contained media supplemented with 10% FCS. Cells on the lower surface of the filter were fixed with 4% PFA and stained with CyQUANT™ Direct Red nucleic acid stain (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and photographed with an ×10 objective under the microscope. The values for invasion were taken as the average number of invaded cells per photographic field over five independent fields per experiment and expressed as averages of triplicate experiments.

### 4.14. Immunofluorescence, Cell Size and Stress Fiber Analysis

12Z cells were seeded in 6-well plates and subject to siRNA knockdown for a non-targeting control, *LINC01133a* and *LINC01133b* oligos, as described above. The cells were trypsinized 48 h after transfection, 20,000 cells from each treatment re-plated on 8-well chamber slides, and then 24 h later the cells were fixed and processed for immunofluorescence as previously described [60]. Cells were stained for F-actin (Rhodamine conjugated Phalloidin, Invitrogen Cat. R415) and counterstained for DAPI. Cells were then imaged with a Leica SP8 confocal microscope using an ×63 glycerol objective and images processed using ImageJ.

We measured cell area in ImageJ using a previously described protocol (https://www.youtube.com/watch?v=IeicxaeMUwA) (accessed on 15 March 2021). First, we used the line tool to draw a line over a scale bar on one image and selected “measure” under the analyze menu. Next, we selected “set scale” under the analyze menu, and entered the number of pixels for 20 µM, a known distance of 20, and µM as the unit of length, and ticked the “Global” box so that this scale would be applied to all images. To measure the cross-sectional area of cells we chose the free-hand selection tool, mapped the outline of the first cells with the computer mouse, and pressed “measure” under the analyze menu. We then repeated this for all cells in each image.

We used ImageJ to measure fluorescence intensity in control and *LINC01133a* knockdown cells followed an established technique https://theolb.readthedocs.io/en/latest/imaging/measuring-cell-fluorescence-using-imagej.html (accessed on 15 March 2021) [61]. Briefly, we used drawing tools to select cells, chose “area integrated intensity” and “mean grey value” in the “set measurements” menu, and then “measure” from the analyze menu. We then measured an area near the cell with no fluorescence as a background control. We then repeated this process until all cells in the field had been measured. We then calculated the corrected total cell fluorescence (CTCF) for each cell in each image using the following formula (Equation (1)):

CTCF = Integrated Density − (area of selected cell × mean fluorescence background) (1)

### 4.15. Statistics

All statistical tests were performed using SPSS version 27.0 (IBM, SPSS statistics 27.0, Armonk, NY, USA: IBM Corp.) for patient cohort characterization and Prism (GraphPad Prism 9.0 software, La Jolla, CA, USA) for the remaining experimental settings. The exact statistical procedures for each analysis are described in the corresponding figure legends.

### 4.16. Websites and Software

The following websites were used for analysis and to download software for this study: http://bioinformatics.sdstate.edu/go/, http://www.gsea-msigdb.org/gsea, https://www.gencodegenes.org, https://github.com/MikeAxtell/bam2wig, https://www. R-project.org/ (accessed on 25 November 2020).

## Figures and Tables

**Figure 1:**
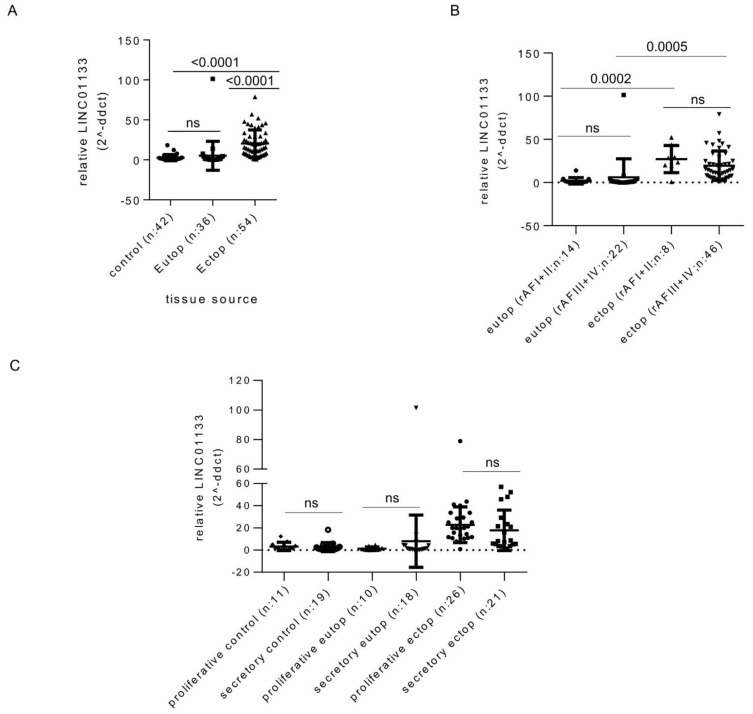
*LINC01133* expression is upregulated in endometriosis lesions. (**A**) Relative expression of *LINC01133* is significantly increased in ectopic endometriotic lesions compared to the eutopic endometrium of women with and without endometriosis. Expression in the eutopic endometrium does not differ between women with and without the disease. (**B**) In endometriosis patients, *LINC01133* expression does not significantly differ between mild (rAF I + II) and more severe (rAF III + IV) disease stages, in either the eutopic endometrium or ectopic lesions. (**C**) *LINC01133* expression does not significantly differ between the proliferative and secretory stages of the menstrual cycle in control eutopic endometrium, eutopic endometrium from patients, or ectopic lesions. Data in (**A**–**C**) are presented as dot plots including the mean relative expression levels and standard deviation in each group As the sample sizes were not equal, data were analyzed by fitting a mixed model, rather than repeated measures ANOVA (which requires equal sample size). Adjusted *p*-values values (adjp) < 0.05 were considered significant with non-significant differences indicated by ns. Control: endometrial tissue of women without endometriosis, Eutop: endometrial tissue of women with endometriosis, Ectop: endometriosis lesions.

**Figure 2:**
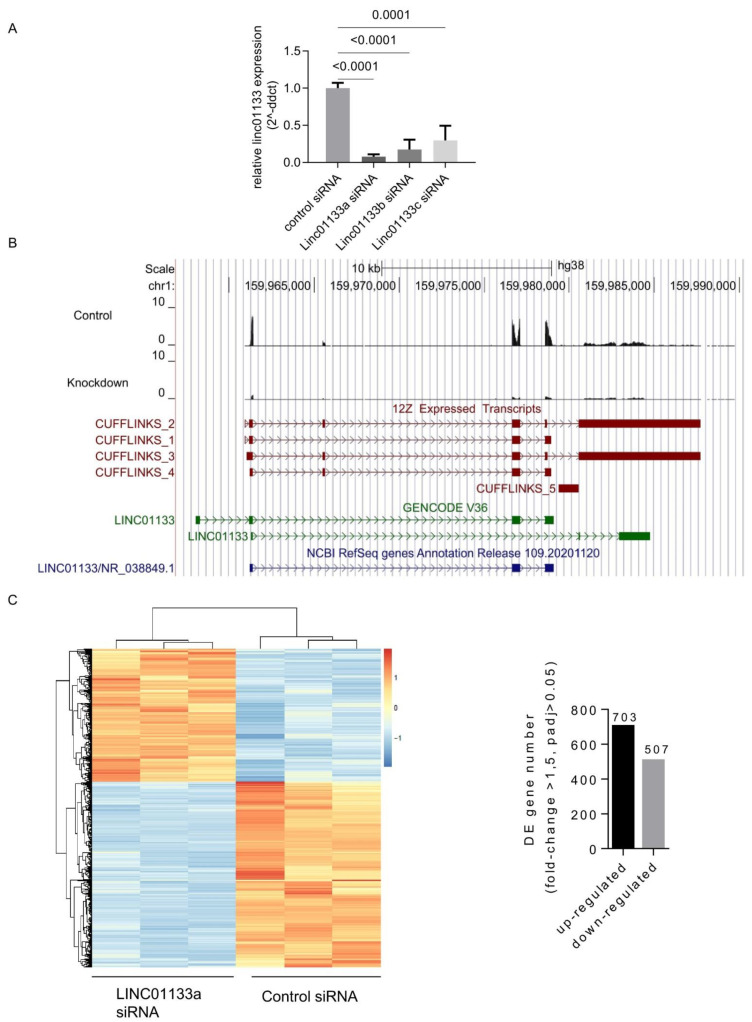
*LINC01133* knockdown leads to the deregulation of hundreds of genes in an endometriosis epithelial cell line. (**A**) qRT-PCR shows relative expression of *LINC01133* is significantly reduced in 12Z cells for all 3 siRNA oligos that were used. (**B**) Tissue-specific *LINC01133* isoforms are efficiently knocked down in 12Z cells. Top: A UCSC genome browser screenshot shows RNA sequencing reads mapping to *LINC01133* are dramatically reduced in a knockdown with siRNA oligo *LINC01133a*. Bottom: Genome assembly using Cufflinks reveals multiple *LINC01133* isoforms in 12Z cells that differ from the annotated GENCODE and Refseq transcripts. (**C**) Left: Hierarchical clustering of differentially expressed genes from RNA sequencing biological replicates shows that the control and *LINC01133a* siRNA samples cluster separately. Right: Hundreds of genes are up- or down-regulated in the *LINC01133a* knockdown in 12Z cells.

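Before normalization, 859, 726 and 808 reads were counted on LINC01133 in the control libraries and 153, 135 and 122 in the knockdown libraries. The difference between the groups was larger than the spread within either.

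**Figure D4:**
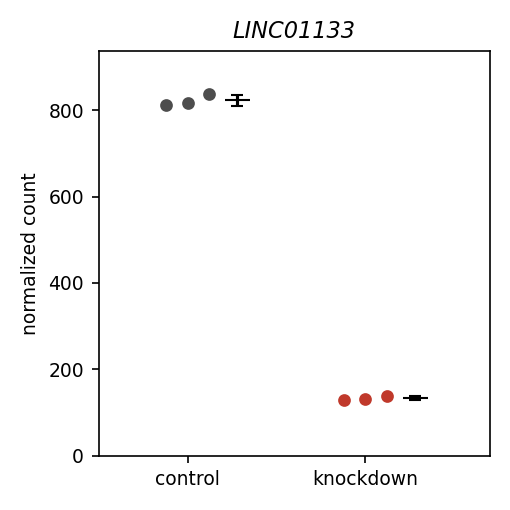
Normalized counts of LINC01133 in each control and knockdown library (points), with mean and SD beside them (n = 3 libraries per group). The 3 knockdown libraries lie below the 3 control libraries.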

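Among DE genes with a mean normalized count of at least 100 and no overlap between the groups, the highest log2 fold changes were 2.47 for LMLN, 1.72 for MICB, 1.60 for ADM2, 1.57 for PM20D2 and 1.50 for ANKRD1. The lowest were -2.88 for AQP1, -2.69 for YME1L1, that of LINC01133 itself, -2.61 for N4BP2 and -2.56 for KCNAB1. Adjusted p values of these genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 1.5e-12 and 4.2e-07. The coding sequences of YME1L1 and N4BP2 hold an uninterrupted match of 14 bases to the target sequence of siRNA LINC01133a.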

**Figure 3:**
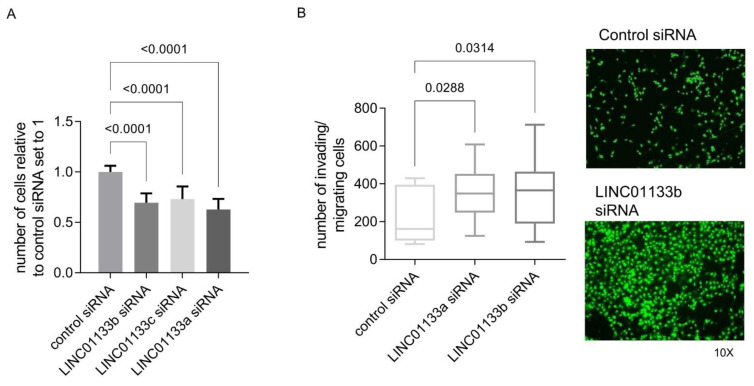
*LINC01133* knockdown reduces proliferation and increases invasion of 12Z endometriosis epithelial cells. (**A**) Relative number of proliferating cells is significantly reduced in *LINC01133* knockdowns using 3 different siRNA oligos. Data are presented as bar plots of mean values from three biological replicates +SD. (**B**) Invading cells are significantly increased following *LINC01133* knockdown using 2 different siRNA oligos. Left: Quantification of the number of invading cells after *LINC01133* knockdown analyzed by the trans-well method. Right: Representative images of control and knockdown cells at 10× magnification stained with CyQuant fluorescence dye (green), which shows fluorescence enrichment when bound to cellular nucleic acids. Data are presented as a box plot ranging from minimum to maximum, including the median and box boundaries at the 25th and 75th percentiles from three biological replicates. Six independent fields were counted and the mean values taken for analysis. Statistical analysis of the data between the groups in A and B was done using Kruskal–Wallis ANOVA test with Dunn’s test for multiple comparison. Adjp < 0.05 were considered significant.

**Figure 4:**
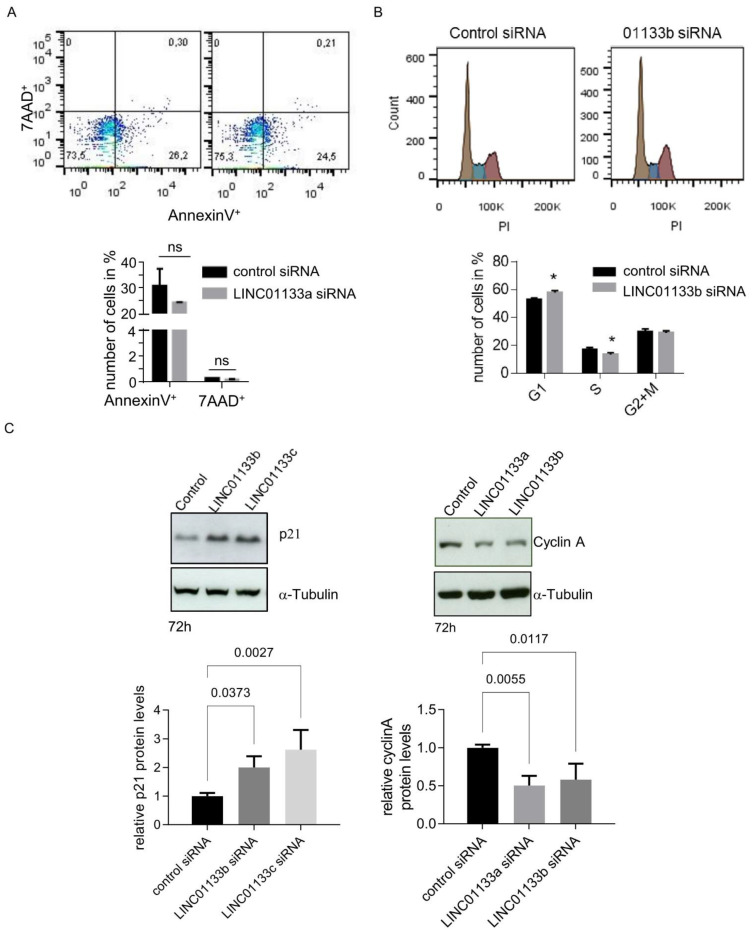
*LINC01133* knockdown leads to an increase in cells in the G1 phase and a decrease in cells in the S phase associated with an increase in p21 and a decrease in Cyclin A levels. (**A**) No significant changes in the number of apoptotic cells are seen 72 h after *LINC01133* knockdown. Top: Representative flow cytometry scatter plots for AnnexinV+ versus 7-AAD+ cells. Bottom: No significant change in the number of AnnexinV+ or 7AAD+ cells was observed between *LINC01133a* knockdown and control siRNA transfected cells. Mean values + SD of three biological replicates are shown. (**B**) *LINC01133* knockdown leads to an increase in cells in the G1 phase and a decrease in cells in the S phase. Top: Representative DNA profiles obtained from flow cytometry analysis of PI stained 12Z cells 72 h after transfection with *LINC01133b* siRNA or control siRNA (brown G1 peak, blue S phase, purple G2 + M). Bottom: The percentage of cells in each cell cycle phase are plotted as mean + SD of three independent experiments. Statistically significant differences between the groups in A and B are indicated with a star on the top of each panel. *—adjp < 0.05 (two-way ANOVA test with Sidak’s for multiple comparison), ns-not significant. (**C**) p21 protein is significantly upregulated and Cyclin A protein significantly down-regulated following *LINC01133* knockdown. Top: Representative examples of Western blot analysis following *LINC01133* knockdown of p21 (left) and Cyclin A (right) together with the α-tubulin loading control. Bottom: Densitometric analysis of p21 (left) and cyclin A (right) levels from Western blots normalized to the α-tubulin loading control. Data are displayed as bar graphs with the level from the control siRNA set to 1, and mean and + SD of biological triplicates shown. Statistically significant differences between the groups are indicated with adj *p*-values on the top of each graph (ANOVA, with Dunnett’s multiple comparison test).

**Figure 5:**
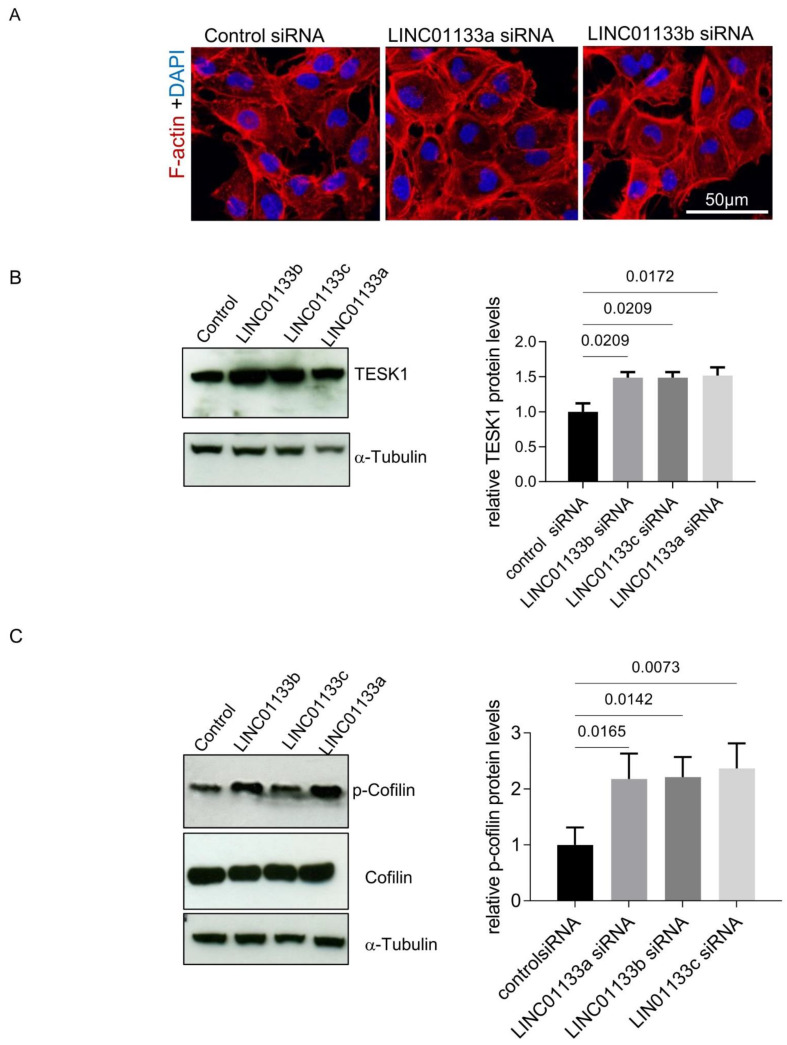
*LINC01133* knockdown affects cellular morphology of 12Z cells (**A**) Immunofluorescence of F-actin 72 h after transfection with siRNA control and 2 different *LINC01133* oligos shows a more flattened phenotype and an increase in the number of actin stress fibers. Representative confocal images are shown (three independent experiments were analyzed). Cell nuclei were visualized with DAPI. The magnification scale of 50 µm is indicated with white line on the figure. (**B**) *LINC01133* knockdown leads to upregulation of the levels of TESK1 protein. Left: Representative Western blot showing TESK1 levels together with the α-tubulin loading control. Right: TESK1 relative protein levels normalized to α-tubulin determined by densitometric analysis of Western blots. The relative levels of TESK1 from three independent experiments are shown as bar graphs with the control set to 1 and the mean and + SD of protein shown (**C**) *LINC01133* knockdown increases the levels of Cofilin phosphorylation. Left: Representative example of *p*-Cofilin and Cofilin levels detected by Western blot with α-tubulin loading control. Right: Phosphorylated Cofilin relative levels normalized to α-tubulin determined by densitometric analysis of Western blots. The relative levels of phosphorylated Cofilin from three independent experiments are shown as bar graphs with the control set to 1, and the mean and +SD of protein shown. Statistically significant differences between the groups are indicated by adj *p*-values on the top of each graph (ANOVA, with Dunnett’s multiple comparison test).

## Data Availability

RNA-sequencing data and processed files from this study are available from GEO database under the accession number GSE174741 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174741) (accessed on 15 March 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22168385/s1.

## References

[1] Zondervan K.T., Becker C.M., Missmer S.A. (2020). Endometriosis. N. Engl. J. Med..

[2] Hogg C., Horne A.W., Greaves E. (2020). Endometriosis-Associated Macrophages: Origin, Phenotype, and Function. Front. Endocrinol..

[3] Kapranov P., Cheng J., Dike S., Nix D.A., Duttagupta R., Willingham A.T., Stadler P.F., Hertel J., Hackermuller J., Hofacker I.L. (2007). RNA maps reveal new RNA classes and a possible function for pervasive transcription. Science.

[4] Frankish A., Diekhans M., Ferreira A.M., Johnson R., Jungreis I., Loveland J., Mudge J.M., Sisu C., Wright J., Armstrong J. (2019). GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res..

[5] Ponting C.P., Oliver P.L., Reik W. (2009). Evolution and functions of long noncoding RNAs. Cell.

[6] Wang K.C., Chang H.Y. (2011). Molecular mechanisms of long noncoding RNAs. Mol. Cell.

[7] Uszczynska-Ratajczak B., Lagarde J., Frankish A., Guigo R., Johnson R. (2018). Towards a complete map of the human long non-coding RNA transcriptome. Nat. Rev. Genet..

[8] Statello L., Guo C.J., Chen L.L., Huarte M. (2021). Gene regulation by long non-coding RNAs and its biological functions. Nat. Rev. Mol. Cell Biol..

[9] Geisler S., Coller J. (2013). RNA in unexpected places: Long non-coding RNA functions in diverse cellular contexts. Nat. Rev. Mol. Cell Biol..

[10] Sun P.R., Jia S.Z., Lin H., Leng J.H., Lang J.H. (2014). Genome-wide profiling of long noncoding ribonucleic acid expression patterns in ovarian endometriosis by microarray. Fertil. Steril..

[11] Cai H., Zhu X., Li Z., Zhu Y., Lang J. (2019). lncRNA/mRNA profiling of endometriosis rat uterine tissues during the implantation window. Int. J. Mol. Med..

[12] Li Y., Liu Y.D., Chen S.L., Chen X., Ye D.S., Zhou X.Y., Zhe J., Zhang J. (2019). Down-regulation of long non-coding RNA MALAT1 inhibits granulosa cell proliferation in endometriosis by up-regulating P21 via activation of the ERK/MAPK pathway. Mol. Hum. Reprod..

[13] Liu Y., Ma J., Cui D., Fei X., Lv Y., Lin J. (2020). LncRNA MEG3-210 regulates endometrial stromal cells migration, invasion and apoptosis through p38 MAPK and PKA/SERCA2 signalling via interaction with Galectin-1 in endometriosis. Mol. Cell. Endocrinol..

[14] Zhang C., Wu W., Zhu H., Yu X., Zhang Y., Ye X., Cheng H., Ma R., Cui H., Luo J. (2019). Knockdown of long noncoding RNA CCDC144NL-AS1 attenuates migration and invasion phenotypes in endometrial stromal cells from endometriosisdagger. Biol. Reprod..

[15] Qiu J.J., Lin X.J., Zheng T.T., Tang X.Y., Zhang Y., Hua K.Q. (2019). The Exosomal Long Noncoding RNA aHIF is Upregulated in Serum From Patients With Endometriosis and Promotes Angiogenesis in Endometriosis. Reprod. Sci..

[16] Wang X., Zhang J., Liu X., Wei B., Zhan L. (2021). Long noncoding RNAs in endometriosis: Biological functions, expressions, and mechanisms. J. Cell. Physiol..

[17] Proestling K., Birner P., Gamperl S., Nirtl N., Marton E., Yerlikaya G., Wenzl R., Streubel B., Husslein H. (2015). Enhanced epithelial to mesenchymal transition (EMT) and upregulated MYC in ectopic lesions contribute independently to endometriosis. Reprod. Biol. Endocrinol..

[18] Zondervan K.T., Becker C.M., Koga K., Missmer S.A., Taylor R.N., Vigano P. (2018). Endometriosis. Nat. Rev. Dis. Primers.

[19] Konrad L., Dietze R., Riaz M.A., Scheiner-Bobis G., Behnke J., Horne F., Hoerscher A., Reising C., Meinhold-Heerlein I. (2020). Epithelial-Mesenchymal Transition in Endometriosis-When Does It Happen?. J. Clin. Med..

[20] Yang W., Yue Y., Yin F., Qi Z., Guo R., Xu Y. (2021). LINC01133 and LINC01243 are positively correlated with endometrial carcinoma pathogenesis. Arch. Gynecol. Obstet..

[21] Feng Y., Qu L., Wang X., Liu C. (2019). LINC01133 promotes the progression of cervical cancer by sponging miR-4784 to up-regulate AHDC1. Cancer Biol. Ther..

[22] Song Z., Zhang X., Lin Y., Wei Y., Liang S., Dong C. (2019). LINC01133 inhibits breast cancer invasion and metastasis by negatively regulating SOX4 expression through EZH2. J. Cell Mol. Med..

[23] Kong J., Sun W., Li C., Wan L., Wang S., Wu Y., Xu E., Zhang H., Lai M. (2016). Long non-coding RNA LINC01133 inhibits epithelial-mesenchymal transition and metastasis in colorectal cancer by interacting with SRSF6. Cancer Lett..

[24] Yang X.Z., Cheng T.T., He Q.J., Lei Z.Y., Chi J., Tang Z., Liao Q.X., Zhang H., Zeng L.S., Cui S.Z. (2018). LINC01133 as ceRNA inhibits gastric cancer progression by sponging miR-106a-3p to regulate APC expression and the Wnt/beta-catenin pathway. Mol. Cancer.

[25] Yang Y.-M., Yang W.-X. (2017). Epithelial-to-mesenchymal transition in the development of endometriosis. Oncotarget.

[26] Ge S.X., Jung D., Yao R. (2020). ShinyGO: A graphical gene-set enrichment tool for animals and plants. Bioinformatics.

[27] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[28] Mootha V.K., Lindgren C.M., Eriksson K.F., Subramanian A., Sihag S., Lehar J., Puigserver P., Carlsson E., Ridderstrale M., Laurila E. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[29] Toshima J., Toshima J.Y., Amano T., Yang N., Narumiya S., Mizuno K. (2001). Cofilin phosphorylation by protein kinase testicular protein kinase 1 and its role in integrin-mediated actin reorganization and focal adhesion formation. Mol. Biol. Cell.

[30] Klemmt P.A.B., Starzinski-Powitz A. (2018). Molecular and Cellular Pathogenesis of Endometriosis. Curr. Womens Health Rev..

[31] Zang C., Nie F.Q., Wang Q., Sun M., Li W., He J., Zhang M., Lu K.H. (2016). Long non-coding RNA LINC01133 represses KLF2, P21 and E-cadherin transcription through binding with EZH2, LSD1 in non small cell lung cancer. Oncotarget.

[32] Liu Y., Tang T., Yang X., Qin P., Wang P., Zhang H., Bai M., Wu R., Li F. (2021). Tumor-derived exosomal long noncoding RNA LINC01133, regulated by Periostin, contributes to pancreatic ductal adenocarcinoma epithelial-mesenchymal transition through the Wnt/beta-catenin pathway by silencing AXIN2. Oncogene.

[33] Hanieh H., Ahmed E.A., Vishnubalaji R., Alajez N.M. (2020). SOX4: Epigenetic regulation and role in tumorigenesis. Semin. Cancer Biol..

[34] Tiwari N., Tiwari V.K., Waldmeier L., Balwierz P.J., Arnold P., Pachkov M., Meyer-Schaller N., Schubeler D., van Nimwegen E., Christofori G. (2013). Sox4 is a master regulator of epithelial-mesenchymal transition by controlling Ezh2 expression and epigenetic reprogramming. Cancer Cell.

[35] Hazan R.B., Qiao R., Keren R., Badano I., Suyama K. (2004). Cadherin switch in tumor progression. Ann. N. Y. Acad. Sci..

[36] Thiery J.P., Acloque H., Huang R.Y., Nieto M.A. (2009). Epithelial-mesenchymal transitions in development and disease. Cell.

[37] Wheelock M.J., Jensen P.J. (1992). Regulation of keratinocyte intercellular junction organization and epidermal morphogenesis by E-cadherin. J. Cell Biol..

[38] Matsuzaki S., Darcha C. (2012). Epithelial to mesenchymal transition-like and mesenchymal to epithelial transition-like processes might be involved in the pathogenesis of pelvic endometriosis. Hum. Reprod..

[39] Van Patten K., Parkash V., Jain D. (2010). Cadherin expression in gastrointestinal tract endometriosis: Possible role in deep tissue invasion and development of malignancy. Mod. Pathol..

[40] Kuessel L., Wenzl R., Proestling K., Balendran S., Pateisky P., Yotova S., Yerlikaya G., Streubel B., Husslein H. (2017). Soluble VCAM-1/soluble ICAM-1 ratio is a promising biomarker for diagnosing endometriosis. Hum. Reprod..

[41] Zhang J., Li H., Yi D., Lai C., Wang H., Zou W., Cao B. (2019). Knockdown of vascular cell adhesion molecule 1 impedes transforming growth factor beta 1-mediated proliferation, migration, and invasion of endometriotic cyst stromal cells. Reprod. Biol. Endocrinol..

[42] Wu T.C. (2007). The role of vascular cell adhesion molecule-1 in tumor immune evasion. Cancer Res..

[43] Schlesinger M., Bendas G. (2015). Vascular cell adhesion molecule-1 (VCAM-1)--an increasing insight into its role in tumorigenicity and metastasis. Int. J. Cancer.

[44] Yotova I., Quan P., Gaba A., Leditznig N., Pateisky P., Kurz C., Tschugguel W. (2012). Raf-1 levels determine the migration rate of primary endometrial stromal cells of patients with endometriosis. J. Cell. Mol. Med..

[45] Morris K., Ihnatovych I., Ionetz E., Reed J., Braundmeier A., Strakova Z. (2011). Cofilin and slingshot localization in the epithelium of uterine endometrium changes during the menstrual cycle and in endometriosis. Reprod. Sci..

[46] Yuge A., Nasu K., Matsumoto H., Nishida M., Narahara H. (2007). Collagen gel contractility is enhanced in human endometriotic stromal cells: A possible mechanism underlying the pathogenesis of endometriosis-associated fibrosis. Hum. Reprod..

[47] Toshima J., Ohashi K., Okano I., Nunoue K., Kishioka M., Kuma K., Miyata T., Hirai M., Baba T., Mizuno K. (1995). Identification and characterization of a novel protein kinase, TESK1, specifically expressed in testicular germ cells. J. Biol. Chem..

[48] Bamburg J.R., McGough A., Ono S. (1999). Putting a new twist on actin: ADF/cofilins modulate actin dynamics. Trends Cell Biol..

[49] Sander E.E., ten Klooster J.P., van Delft S., van der Kammen R.A., Collard J.G. (1999). Rac downregulates Rho activity: Reciprocal balance between both GTPases determines cellular morphology and migratory behavior. J. Cell. Biol..

[50] Fassbender A., Rahmioglu N., Vitonis A.F., Vigano P., Giudice L.C., D’Hooghe T.M., Hummelshoj L., Adamson G.D., Becker C.M., Missmer S.A. (2014). World Endometriosis Research Foundation Endometriosis Phenome and Biobanking Harmonisation Project: IV. Tissue collection, processing, and storage in endometriosis research. Fertil. Steril..

[51] Zeitvogel A., Baumann R., Starzinski-Powitz A. (2001). Identification of an invasive, N-cadherin-expressing epithelial cell type in endometriosis using a new cell culture model. Am. J. Pathol..

[52] Banu S.K., Lee J., Starzinski-Powitz A., Arosh J.A. (2008). Gene expression profiles and functional characterization of human immortalized endometriotic epithelial and stromal cells. Fertil. Steril..

[53] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[54] R Core Team (2020). R: A Language and Environment for Statistical Computing.

[55] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[56] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R. (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[57] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[58] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[59] Rubiolo C., Piazzolla D., Meissl K., Beug H., Huber J.C., Kolbus A., Baccarini M. (2006). A balance between Raf-1 and Fas expression sets the pace of erythroid differentiation. Blood.

[60] Yotova I., Hsu E., Do C., Gaba A., Sczabolcs M., Dekan S., Kenner L., Wenzl R., Tycko B. (2017). Epigenetic alterations affecting transcription factors and signaling pathways in stromal cells of endometriosis. PLoS ONE.

[61] Hammond L., Fitzpatrick M. (2020). Measuring cell fluoresecence using ImageJ. The Open Lab Book, Release 1.0.

How the deposited data were processed for this re-analysis (not part of the article)

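RNA-sequencing of 12Z endometriosis epithelial cells was analysed, with 3 libraries of cells transfected with a non-targeting control siRNA and 3 of cells transfected with siRNA LINC01133a, all taken 72 h after transfection. The tissue expression data, qRT-PCR, Western blots and cell assays of the paper were not analysed here. The authors aligned the reads with STAR to GRCh38.p13 with the GENCODE v36 annotation, kept reads that mapped to a single place, and deposited the counts of read pairs per gene without normalization. The paper's text does not name the column of the STAR counts or the strand setting that entered its DESeq2 analysis. The column opposite to the strand of read 1 was used here because it held more than 80% of the stranded counts. With DESeq2 on this column, 1150 of 1151 genes matched to Table S4 had a log2 fold change within 0.02 of the value of the paper, against 871 with the unstranded column.

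The depth ranged from 27742562 to 37551194 counts on genes per library. Genes were kept by filterByExpr with its default minimum count of 10. Normalization factors of the TMM method lay between 0.968 and 0.984 for control and between 1.02 and 1.03 for knockdown libraries. The comparison used the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with the condition as the only term and Benjamini-Hochberg adjustment over all genes tested. DE genes had a fold change over 1.5 in either direction and an adjusted p under 0.05, the cutoffs that the paper states. Clustering used log2 CPM with a prior count of 2, scaled per gene, Euclidean distance and complete linkage, with the tree parted into 2 branches.

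The comparison was tested on simulated data, with counts drawn for the real genes and library sizes and 200 genes changed. Both edgeR (14986 simulated genes tested) and DESeq2 (15155 tested) recovered 200 of them. Each of the 200 changes was well past the fold change cutoff, and none was in a gene of low count. The recovery therefore does not speak to genes near the cutoff or with few counts. Among the unchanged simulated genes, 8 had an adjusted p under 0.05 with edgeR and 9 with DESeq2, none of them with a fold change past the cutoff. In the same simulation, a list of 30 genes shifted by 0.4 on the log2 scale had a camera p of 6.0e-30, and an unchanged list one of 0.87. The simulated genes varied independently of each other, so this could not test the correlation assumed between genes.

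Except for genes stated to be named later, the genes named in the text were chosen by a rule written before the data were examined. The comparisons and alternatives not stated to be later were also set before that. The values of Tables S4 and S7 had, however, been read by then. The rule took the target, CDKN1A and CCNA2, the genes of Table S7, 6 regulators of EMT, TESK1 with other regulators of cofilin and the cofilin genes, and EZH2, AHDC1 and GAPDH, not all of which the paper names. It added the 5 highest and 5 lowest log2 fold changes among DE genes without overlap between groups and with a mean normalized count of at least 100. It also added the 2 genes that changed most in each direction for each term or gene set. From each gene list it took the 3 genes with the smallest p, which are therefore not typical of their list. Older gene symbols were matched through a table of names. The terms and gene sets of Tables S5 and S6 were counted, not tested for enrichment.

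Gene lists for S phase, G2/M, p53 targets, the integrated stress response and interferon-stimulated genes were tested with camera of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. Matches to the siRNA were searched in GRCh38 with the GENCODE v44 annotation, since v36 was not at hand. For the seed test, 12544 tested genes with an annotated 3′ UTR were divided by a 7-base match to positions 2 to 8 of a strand of siRNA LINC01133a. The difference of the median log2 fold changes, with 3′ UTR length deciles removed, was compared with 100000 permutations within deciles, two-sided, and with the same difference for other 7-base words of the same base composition. In simulated data for this comparison, over 12544 genes, a shift of -0.15 planted on genes with a word was recovered as -0.13, and without a planted shift the permutation test gave p = 0.98.

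Alternatives were DESeq2 1.42.0 with and without a minimum mean normalized count of 50, median-of-ratios size factors, library size alone, no filter or a filter of at least 10 counts in every library, the unstranded column, the replicate number as a block, other uses of the fold change cutoff, and each library left out in turn. The precision of a normalized count is given by its SD over 3 libraries per group, and that of a log2 fold change by a standard error. This standard error is the size of the log2 fold change over the square root of the F statistic of edgeR's quasi-likelihood test. It is not an observed spread between libraries.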

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

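The test of uninterrupted matches to the siRNA, the values relative to GAPDH and the matching on GC content were chosen only after the results they bear on were seen.

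Among the DE genes, 583 are not in Table S4 and had a mean normalized count under the lowest of that table, so they lie outside the genes that the paper discusses. Of these, 316 were higher and 267 lower in knockdown cells, and DESeq2 called 255 of them in the same direction. Sampling noise at low counts would leave about 10% of such genes with counts that do not overlap between the groups. Of all 2998 tested genes under this limit, 31.6% had counts that do not overlap, which argues against noise as the cause of the whole excess. As for the total of 1778 DE genes, 1 of the 10 ways to divide the 6 libraries into 3 and 3, the real one, gave as many. With 10 divisions this share cannot be lower, so their count could not have excluded chance. That 7315 of 15155 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment argues against chance for the change as a whole. An effect of the knockdown stays open as a biological explanation.

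YME1L1, which the paper does not discuss, fell from 13575 ± 414 to 2110 ± 135 normalized counts (SD, n = 3 each). Its log2 fold change of -2.69 was about as large as that of LINC01133. Scaling does not account for it, since it was -2.62 with library size alone and -2.69 with DESeq2. A near-full-length match to the siRNA is argued against, because the best alignment in YME1L1 had 5 mismatches over 19 bases, and 1764 of 15119 other tested genes had as few. The coding sequence of YME1L1 holds an uninterrupted 14-base match, GTTACCTGAGAATG, on chromosome 10 from 27116324 to 27116337, which pairs with positions 3 to 16 of the guide strand. N4BP2, with the same match (-2.61), ZNF892, with 15 bases (-1.68), and UBR1, with 13 bases (-0.60), also fell. LAS1L and MAP3K12, with 15 and 14 bases, changed by 0.020 and -0.0032. Their matches lie in an exon of a non-coding transcript of LAS1L and in the 5′ UTR of a MAP3K12 transcript. ZNF892, UBR1, LAS1L and MAP3K12 were named after their values were seen. Of 15 tested genes with a match of 13 or more bases, 4 were DE and lower, against 967 of 15105 with shorter matches (Fisher's exact test, two-sided, p = 0.013). For matches of this length to the opposite strand, these were 0 of 8 (p = 0.26 against the 4 of 15, exact test). Without YME1L1, for which the test was made, 3 of 14 genes were DE and lower (p = 0.0563 against shorter matches, exact test). Silencing of YME1L1 through this match may contribute to its fall, but with so few genes it cannot be told apart from a consequence of the loss of LINC01133, since RNA-seq was done with 1 targeting siRNA.

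GAPDH, to which the paper normalized its qRT-PCR, was lower in knockdown cells by a log2 fold change of -0.44 (standard error 0.034, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 knockdown libraries below all 3 control libraries. This is under the fold change cutoff. Scaling does not account for the whole fall, as it was -0.38 with library size alone. Reads shared with GAPDH pseudogenes were not counted, and an unequal loss of such reads between the groups was not tested. Relative to GAPDH, the log2 fold change was -0.14 for KRT7 and -0.43 for KRT19, both within 1.5-fold. The paper did not find the reduction of KRT7 and KRT19 in its follow-up experiments. VCAM1, however, was at -0.26 relative to GAPDH, a smaller fall than that of KRT19, and the paper reports it as lower in those experiments. A fall of GAPDH that hides KRT7 and KRT19 therefore cannot be told apart from other reasons, as the samples of the follow-up were not analysed here. CDH1 and CDH2 remained beyond 1.5-fold relative to GAPDH, at -1.58 and -0.72. For the fall of GAPDH itself, an effect of the knockdown stays open as a biological explanation and was not tested.

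Genes whose 3′ UTR matches positions 2 to 8 of the guide strand of siRNA LINC01133a had lower log2 fold changes, a comparison that the paper does not report. The 2658 genes with this word, AGAATGG, had a median of -0.074, against 0.0016 for the 9886 genes without it. With 3′ UTR length removed, the shift was -0.056 (permutation test, p = 1e-05, the smallest that the permutations can give). Of 139 other words of the same composition, 1 was as low. That word, GAATGGA, matches the neighbouring positions of the same strand. Off-target silencing through the guide strand seed is in line with this shift and with the larger shift of -0.10 for an 8-base match. Among DE genes with a 3′ UTR, 264 of 857 lowered genes held the word, where 200 were expected, and 62 of 511 raised genes, where 96.4 were expected. Of the genes with an 8-base match, 14.1% were DE and lower, against 6.00% of the genes without the word. Of the 1735 genes with the word but not the 8th base, 7.72% were DE and lower. Their median log2 fold change was -0.050, against -0.12 for the 8-base match, so the change lay mostly in the latter genes. The length and GC content of the 3′ UTR are argued against, as the shift was -0.054 when genes were matched on both. For the passenger strand, whose word is GTAACTT, the shift was -0.014 (permutation p = 0.083), and 220 of 419 words of its composition were as low, which argues against silencing through that strand. The seed words of siRNAs LINC01133b and LINC01133c, which were not in these cells, had shifts of -0.021 and -0.025 (permutation p = 2.7e-04 and 0.0050), so the permutation p alone is not specific and the comparison with other words is needed. Of the 10 divisions of the libraries, 1, the real one, gave a shift as large in size, and the others lay between -0.024 and 0.025. As this share cannot be lower with 10 divisions, their count could not have excluded chance. Whether a given gene fell through its seed site or through the loss of LINC01133 was not tested, as only 1 targeting siRNA was sequenced.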

How the results depend on the processing

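The matching on GC content was chosen after the data were seen. The other alternatives were set beforehand.

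The use of the fold change cutoff moved the number of DE genes most. A test against a fold change of 1.5 (glmTreat) called 578 genes, 174 higher and 404 lower in knockdown cells. No cutoff gave 7315 genes (3532 and 3783), and a cutoff of 2 gave 535 (212 and 323). These differences follow from the cutoffs themselves. DESeq2 with a mean normalized count of at least 50 called 1193 genes, 481 higher and 712 lower, close to the paper's 1210, 507 and 703. Under DESeq2 without this limit, median-of-ratios size factors, library size alone, the other count filters and the unstranded column, the 3 counts stayed within 1.5 times those reported, with totals from 1462 to 1963. With library size alone, however, more genes were higher (1030) than lower (814), the opposite of the other settings. That scaling moved the median log2 fold change of all genes by 0.062. With each library left out in turn, the total ranged from 1641 to 1815.

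Of 952 values of 68 named genes, at the cutoffs of the paper under the 8 alternatives of tool, scaling, count filter, count column and replicate block and the 6 with a library left out, 939 kept the call and direction, 7 lost the call, 6 gained one and none reversed. Calls were lost for KRT7, CCNA2 and TESK1, and gained for SNAI1, SNAI2 and TWIST2, all close to the fold change cutoff. LINC01133 ranged from -2.63 to -2.57 over these 8 alternatives. Under them, the number of Table S4 genes that were DE in the same direction ranged from 1035 to 1131 and with a library left out from 985 to 1103. Clustering placed 6 of 6 libraries with their own group on all tested genes and on the 1000 most variable genes. The same held for the DE genes with a correlation distance, with average linkage and without scaling, but DE genes separate the groups by construction. The numbers of DE genes in the terms and gene sets of the paper stayed within 1.5 times those reported under these 8 alternatives and with each library left out. The 3 other uses of the fold change cutoff were run for the numbers of DE genes alone.

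Library numbers are shared between the groups, but the deviations of same-numbered libraries from their group means correlated by -0.0545, -7.7e-04 and 0.114 across genes, so the numbers do not pair the libraries. With the replicate number as a block, 1747 genes were DE, and among the named genes and gene lists SNAI1 (-0.586) alone gained a call.

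The gene list tests depended on the correlation assumed between genes. With the correlation estimated from the libraries, the adjusted p was 0.49 for S phase genes, 0.37 for G2/M genes and 0.37 for integrated stress response genes, and these calls were lost. With fry in place of camera, p53 targets (0.0070, higher) and interferon-stimulated genes (0.0029, lower) passed the threshold. The S phase call was also lost with library size alone (0.14). With a library left out, its adjusted p ranged from 0.0084 to 0.16, and the call was lost without control replicate 3, knockdown replicate 1 or knockdown replicate 3. The cause of these changes was not tested.

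The guide strand shift stayed past its threshold in every setting, between -0.10 for an 8-base match and -0.044 for a 6-base match. The passenger strand shift passed its permutation threshold with a 6-base match (-0.028) and with a match anywhere in the longest transcript (-0.020). It also passed without control replicate 1, 2 or 3 or knockdown replicate 2, in a range from -0.022 to -0.012 over all libraries left out. The cause was not tested.

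Depth limits the values of genes with few counts. Of the 583 DE genes with a mean normalized count under the lowest of Table S4, 255 were also called by DESeq2. The counts are per gene and give no values for isoforms.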

Differences from the paper's values

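The paper states 507 up-regulated genes as its value, and 803 were found here, more than 1.5 times as many. The paper's totals of 1210 genes and 703 down-regulated genes were within 1.5 times of those found here, 1778 and 975. Among the alternatives set before the data were examined, the number of up-regulated genes was within 1.5 times of the paper's value under DESeq2 (604), under DESeq2 with a mean normalized count of at least 50 (481) and with at least 10 counts in every library (685). This was also the case without control replicate 2 (717), knockdown replicate 1 (752) or knockdown replicate 3 (755). DESeq2 is the tool that the methods of the paper name. The number was not within 1.5 times with median-of-ratios size factors (799), library size alone (1030), no low-count filter (905), the unstranded column (823), the replicate block (780), glmTreat (174), no fold change cutoff (3532) or a cutoff of 2 (212). It was not without control replicate 1 (830), control replicate 3 (805) or knockdown replicate 2 (782) either.

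The bar chart of Fig. 2C labels the larger group of genes as up-regulated, while the text of the paper and Table S4 give the larger group as down-regulated. Here 975 genes were lower and 803 higher in knockdown cells, in the direction of the text, and with library size alone 814 were lower and 1030 higher.

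The discussion of the paper names KDR7 and KDR19, read here as KRT7 and KRT19, among the genes that the knockdown did not significantly affect. In the RNA-seq both were DE here, with log2 fold changes of -0.59 and -0.88, and Table S7 of the paper lists both as lower. KRT7 was under the fold change cutoff with library size alone, with at least 10 counts in every library, and without control replicate 1, knockdown replicate 2 or knockdown replicate 3.

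The same sentence of the paper names TWIST, SNAIL, ZEB1 and ZEB2 as not significantly affected. With TWIST read as TWIST1 and TWIST2 and SNAIL as SNAI1, none of these 5 genes was DE here at the cutoffs, but TWIST2, SNAI1 and ZEB1 had an adjusted p under 0.05, with log2 fold changes of -0.51, -0.58 and -0.30. SNAI1 passed both cutoffs without control replicate 2 (-0.60), control replicate 3 (-0.64) or knockdown replicate 2 (-0.72), and TWIST2 did so without control replicate 3 (-0.66).

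The paper states a mean of 38M uniquely mapped reads, and the deposited counts and Table S2B give 35.5M uniquely mapped reads and 37.7M reads in total.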

Other observations

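The tests in this part were set before the results they measure were seen, but after Table S4 of the paper had been read.

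A list of 36 genes of the integrated stress response, the transcriptional program of ATF4, was higher in knockdown cells. Its median log2 fold change was 0.35 (adjusted p = 3.7e-06 from camera, 0.0029 from fry and 0.37 with the correlation estimated from the libraries). Of these genes, 31 had a positive log2 fold change, 12 were DE and higher, and 2 were DE and lower. JDP2 had a log2 fold change of 1.27 and PSAT1 of 0.83, while XPOT was among the lower genes (-0.78). SESN2 (1.00) is also on the list of p53 targets. The values are consistent with a stress response as part of the change, but whether it comes from the loss of LINC01133, from YME1L1 or other genes that fell, or from the siRNA was not tested.

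An interferon response to the siRNA would raise interferon-stimulated genes, and is argued against. The 32 genes of this list had a median log2 fold change of -0.14, in the direction of a decrease (adjusted p = 0.15 from camera and 0.0029 from fry). Of these genes, 12 had a positive log2 fold change, 1 was DE and higher, and 3 were DE and lower. Of the 3 genes with the smallest p, IFIT1 (-1.06) was DE, and IFIT3 (-0.47) and RIGI (-0.52) were lower by less than the fold change cutoff. The 3′ UTR of IFIT3 holds an 8-base match to the guide strand seed. Both groups received an siRNA, so a response common to both would not appear in the comparison.

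An activation of p53 target genes as a class is a candidate explanation for the rise of CDKN1A. The 37 p53 targets other than CDKN1A had a median log2 fold change of 0.059, with an adjusted p of 0.207 from camera and 0.035 from fry, each in a family of 1 list. Of these genes, 4 were DE and higher and 3 DE and lower, DRAM1 among the latter. The tests disagree at this number of libraries, so activation of the class cannot be told apart from a change of CDKN1A and a few other genes.

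Of the 10 ways to divide the 6 libraries into 3 and 3, 3, the real one included, moved as many of the 5 gene lists past the threshold. The other divisions mix control and knockdown libraries and carry part of their difference, and with 10 divisions the count could not have excluded chance for the gene lists.

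A local effect of LINC01133 on its neighbours would make genes nearby DE more often. Within 1 Mb of LINC01133, 2 of 19 tested genes (10.5%) were DE, IGSF9 (-0.61) and ITLN1 (-1.06), against 11.7% of the other tested genes (Fisher's exact test, two-sided, p = 1.00). This argues against a local effect on most genes of the region. It cannot decide on the nearest genes, which are few. IGSF9 is the closest tested gene. The next, TAGLN2 (-0.47), PIGM (0.38) and CFAP45 (0.011), had adjusted p values of 5.9e-07, 7.3e-05 and 0.96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted p values under 0.05 were common, at 48.3% of all tested genes. IGSF9, ITLN1, TAGLN2, PIGM and CFAP45 were named after their values were seen.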
